# Dynamics of dendritic cell maturation are identified through a novel filtering strategy applied to biological time-course microarray replicates

**DOI:** 10.1186/1471-2172-11-41

**Published:** 2010-08-03

**Authors:** Amy L Olex, Elizabeth M Hiltbold, Xiaoyan Leng, Jacquelyn S Fetrow

## Abstract

**Background:**

Dendritic cells (DC) play a central role in primary immune responses and become potent stimulators of the adaptive immune response after undergoing the critical process of maturation. Understanding the dynamics of DC maturation would provide key insights into this important process. Time course microarray experiments can provide unique insights into DC maturation dynamics. Replicate experiments are necessary to address the issues of experimental and biological variability. Statistical methods and averaging are often used to identify significant signals. Here a novel strategy for filtering of replicate time course microarray data, which identifies consistent signals between the replicates, is presented and applied to a DC time course microarray experiment.

**Results:**

The temporal dynamics of DC maturation were studied by stimulating DC with poly(I:C) and following gene expression at 5 time points from 1 to 24 hours. The novel filtering strategy uses standard statistical and fold change techniques, along with the consistency of replicate temporal profiles, to identify those differentially expressed genes that were consistent in two biological replicate experiments. To address the issue of cluster reproducibility a consensus clustering method, which identifies clusters of genes whose expression varies consistently between replicates, was also developed and applied. Analysis of the resulting clusters revealed many known and novel characteristics of DC maturation, such as the up-regulation of specific immune response pathways. Intriguingly, more genes were down-regulated than up-regulated. Results identify a more comprehensive program of down-regulation, including many genes involved in protein synthesis, metabolism, and housekeeping needed for maintenance of cellular integrity and metabolism.

**Conclusions:**

The new filtering strategy emphasizes the importance of consistent and reproducible results when analyzing microarray data and utilizes consistency between replicate experiments as a criterion in both feature selection and clustering, without averaging or otherwise combining replicate data. Observation of a significant down-regulation program during DC maturation indicates that DC are preparing for cell death and provides a path to better understand the process. This new filtering strategy can be adapted for use in analyzing other large-scale time course data sets with replicates.

## Background

Today's technological advances have provided biomedical researchers with an abundance of information, especially in the field of molecular biology. High throughput technologies, such as microarrays, are capable of generating large volumes of data in a short period of time. These technologies provide the unique opportunity to study the temporal dynamics of biological processes in a global fashion rather than one gene or small groups of genes at a time. However, studying temporal dynamics adds another dimension to data that is already large scale—that of time. Even without this additional dimension, the development of methods for the filtering, organization and analysis of these large data sets is an active area of research and presents a major hurdle for biologists [1,2].

Time course experiments are designed to observe the temporal dynamics of a particular biological process. A good example of such a process is the maturation of dendritic cells (DC), an important cohort of cells that serve as sentinels of the immune system. As reviewed in Banchereau *et al *and Guermonprez *et al *[3,4], these cells sense and respond to pathogens and inform the adaptive immune system on the nature of the foreign invader. Upon interaction with pathogens or their components, DC undergo a transformation process known as maturation. Through this process, their ability to stimulate the immune responses is enhanced; thus, these cells are critical initiators of the adaptive immune response.

The well characterized cellular processes associated with DC maturation include, but are not limited to: up-regulation of co-stimulatory molecules and inflammatory cytokines, down-regulation of endocytic/phagocytic activity facilitated by changes in rates of membrane turnover and changes in cytoskeleton, changes in cell morphology and migration due to up-regulation of chemokines, chemokine receptors and adhesion molecules, and increases in degradative capacity associated with down-regulation of protease inhibitors [5-12]. DC maturation is also a terminal differentiation process marked by shut down of the cell cycle followed by the eventual programmed death of the cell [13-16].

DC maturation is a highly complex, time-ordered process involving changes at many levels including gene expression, intracellular transport, cytoskeletal activity, and localization within the host. A dynamic process of interaction among gene transcripts, regulatory sequences, and trans-acting factors creates an underlying gene expression network that is extremely important for controlling many of the observed changes that occur during the process of DC maturation. A number of time course studies of the process of DC maturation induced by different stimuli have been published [17-21], providing significant insight into the dynamics of this process.

Biological data is, by nature, 'noisy'; that is, there are many points during the experimental and analysis processes where biological and technical variations are introduced [1,22]. Replicate experiments reduce the effect of these variations on the results, and help ensure that reported results are reproducible. Feature selection methods must be able to identify those genes that were reproduced in replicate microarray experiments. DC time course maturation studies [17-21] evaluate replicate data in different ways. Most often, the significance of expression of each gene in each replicate is evaluated individually, and then the expression signals are averaged before clustering. In some studies, only one replicate is used for clustering. In all cases, time points are treated individually, thus these studies do not fully utilize the time-dependent information inherent in these replicate time course experiments.

Some of the most popular feature selection processes for analysis of microarray data employ complex statistical methods such as Analysis of Variance (ANOVA) [23] and Significance Analysis of Microarrays (SAM) [24,25] to identify those genes that were significantly expressed. Others perform feature selection through simpler statistical methods involving t-statistics or other techniques [26] such as selecting ad hoc fold change thresholds. Most of the statistical methods use the variance within arrays and between replicate arrays to determine which genes are significantly expressed above the statistical noise (i.e. for time course experiments they consider each time point in isolation of the others). These techniques work well for all types of microarray experiments and have been shown to elucidate biologically significant gene transcripts [25,27,28]; however, the dynamic time-dependent information may not be fully utilized.

Because time course experiments provide an additional dimension for feature selection methods to consider, consistency in *scale *and *pattern *of response across a time course profile, not just at a single measurement, must be assessed. Here, we aim to develop a filtering strategy that explicitly identifies consistency in scale and pattern of time course replicate data, and we apply this process to a DC maturation microarray time course experiment.

Beyond the selection of significant gene expression profiles, time course data must be further organized. Clustering is an important exploratory tool that aids in the analysis and organization of biological data by dividing the data set into smaller, more manageable groups based on some definition of similarity. Analysis of differentially expressed gene clusters can reveal functionally related genes [29,30] or genes that may have the same regulatory mechanism [29,31]. This popular analysis technique is generally performed on a single data set using traditional clustering algorithms, such as hierarchical agglomerative clustering (HAC), k-means, or self-organizing maps [29]. Consensus clustering is another strategy that aims at identifying highly robust clusters in a data set. This is generally done using a bootstrap technique [32] with one clustering algorithm or by taking a consensus over many different clustering algorithms [33].

An issue that surfaces during any cluster analysis is that of reproducible results between replicate experiments. A comparison analysis done by Yeung *et al *concluded that incorporation of replicate expression data into clustering produces clusters with higher stability [34]. Various techniques have been implemented to incorporate replicate gene expression data into clustering. These methods generally use replicate data to assess the variability of individual measurements and incorporate this error information into the similarity metric or directly into the clustering algorithm [34-37]. These methods frequently combine replicate values (often by averaging) for the final clustering [34,36,37]; however, if clustering is performed on one replicate, or the other, or the average, independently, different results may be returned. This was observed in our own experiments where clustering each replicate experiment independently resulted in one replicate being dominated by up-regulation and the other by down-regulation. We expect some variation in biological replicate experiments; however, we also expect the bulk of the data to be reproducible, so that similar biological conclusions are reached in both experiments.

In this work we aim to identify key features in the temporal dynamics of gene expression during DC maturation following poly(I:C) stimulation through the implementation of a new filtering strategy. Many available methods are designed for filtering and clustering time course data [38-40]. Our filtering and clustering strategy emphasizes the importance of reproducibility between replicate experiments in both the feature selection and clustering. Our feature selection strategy utilizes time course profiles, rather than isolated time points, to identify genes that respond and behave consistently to stimuli over time in replicate experiments. We then apply a modified consensus clustering approach to obtain robust gene clusters from replicate data sets. Many of the previously known aspects of the DC maturation process were observed here, supporting the validity of our method. In addition, several novel patterns of gene expression related to signaling and transcriptional regulation are reported, highlighting the potential of the method.

## Results and Discussion

The Results and Discussion section is organized as follows. First we describe the results achieved from application of each step of the filtering and analysis process (methodological details of the process are presented in the Methods section). Next, we demonstrate why this method is important to obtaining reproducible data. We then report on how our microarray data compares to a similar time course microarray experiment, followed by an overview of our results with comparison to the literature. Finally, a detailed evaluation of the observed dynamic process of DC maturation is provided.

### A filtering strategy that identifies those genes and gene clusters that are highly consistent across two replicate experiments

#### Feature Selection

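The transcript levels of dendritic cells were measured on 12 arrays, 2 at each of 0, 1, 3, 6, 12 and 24 h after poly(I:C), a synthetic double-stranded RNA. At each time 1 array belongs to experiment 1 and 1 to experiment 2. No array after 0 h holds cells kept without poly(I:C), so a change against 0 h is not separated from an effect of time in culture. Each experiment started from the bone marrow of 1 mouse, so n = 2 mice per time, and the number of arrays limits the precision of every value. Cells were cultured for 6 days and selected for CD11c. The paper's methods give 20 ng/ml GM-CSF and 20 μg/ml poly(I:C), while the labels of the deposited samples give 10 ng/ml GM-CSF and 2.5 μg/ml poly(I:C), a poly(I:C) dose that Additional file 5 of the paper gives too. The values cannot tell these doses apart. The authors' core facility computed MAS5.0 signal intensities and scaled each array to a trimmed mean of 500, which leaves out the highest and lowest 2% of signals. Signals come for 45101 probe sets, of which 64 are control probe sets. The median signal per array was 73.3 to 91.4 in experiment 1 and 70.9 to 84.3 in experiment 2, and 19.5% to 23.1% of the signals of an array were below 16. The change p-values and signal log ratios that the paper filtered on are not among the deposited values, apart from the log ratios printed in Additional file 4. Log2 ratios were therefore taken from the signals, after adding 16, of each time against the 0 h array of the same experiment. Against the log ratios of Table S1, these ratios had Pearson correlations across probe sets of 0.984 to 0.993 between 3 and 24 h when the experiments were matched by number. The correlations were 0.964 to 0.985 when matched to the other number. Probe sets are not independent replicates. For tests, the log2 signals of all 12 arrays were fitted with limma, with a term for each time and a term for the experiment. The 22519 probe sets whose mean signal was at or above the median of all probe sets were tested, and a probe set was called higher or lower than at 0 h at an adjusted p under 0.05. Adjusted p values of probe sets and gene lists are by the Benjamini-Hochberg method, and a p that is unadjusted or exact is named so.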

In the feature selection phase of the analysis, the data from both replicate microarray experiments (called experiments 1 and 2; see methods) were subjected to a two-step filtering process (Figure 1A, Steps 1 and 2). This was done to ensure that the reported results included only significant differentially expressed (Step 1) and consistent (Step 2) genes from each experiment.

**Figure 1:**
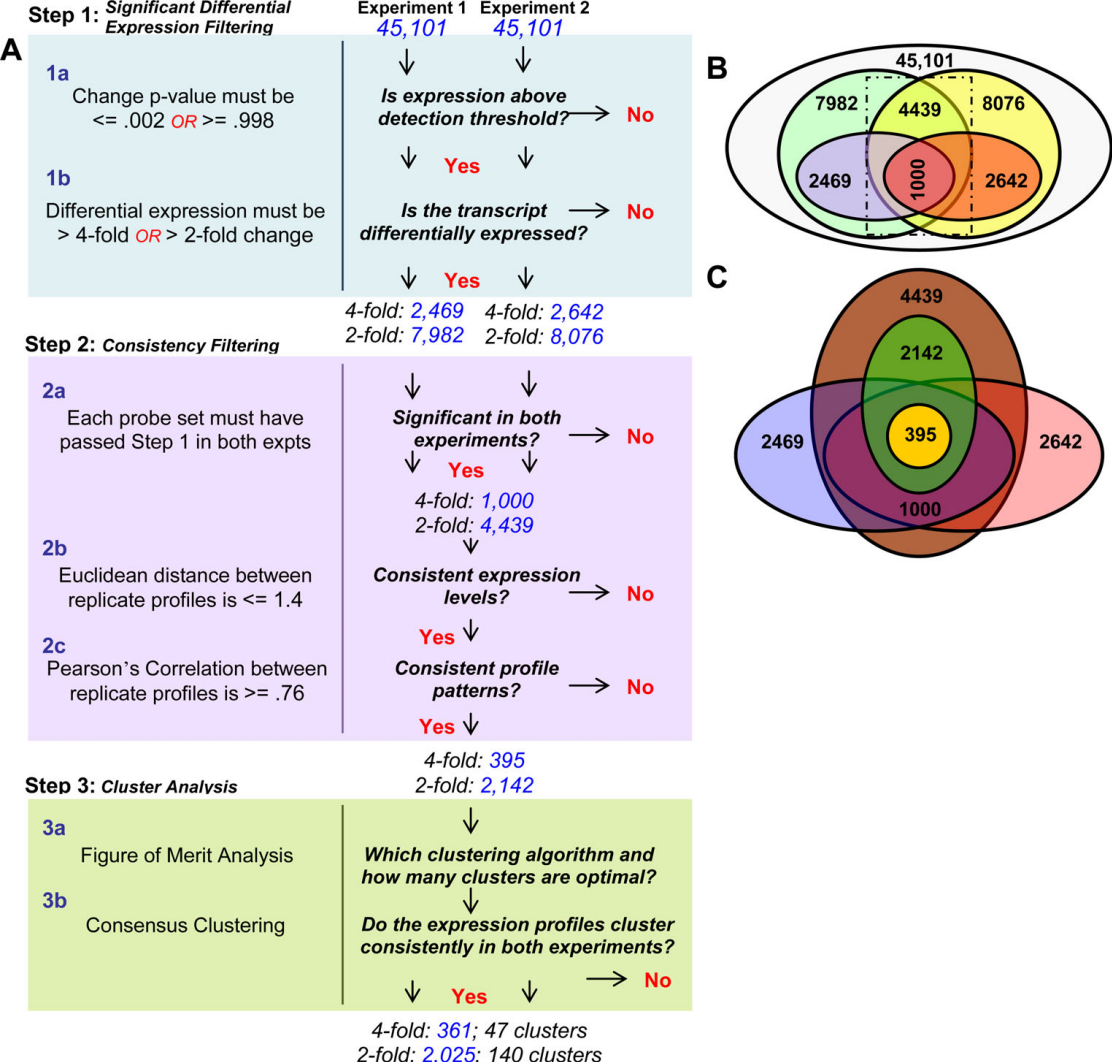
**Outline of feature selection and cluster analysis process**. A flow chart of the analysis process is shown in (A) and is composed of 3 steps. Step 1 is the *significant differential expression filtering *where each gene was required to have at least one time point where the signal's change p-value and the fold change met the indicated criteria. Step 2 is the *consistency filtering *of the results from Step 1 where genes that exhibit consistency of expression level and profile pattern between experiments are identified. Step 3 is the *cluster analysis *of all data from Step 2 and includes a FOM analysis followed by consensus clustering. (B) A representation of all datasets generated from Step 1 in (A) and their overlaps. The gray circle represents all 45,101 genes contained on the Affymetrix GeneChip; the green (7982) and blue (2469) circles on the left are the number of probe sets that met the 2-fold and 4-fold filtering criteria respectively for experiment 1; the yellow (8076) and red (2642) circles on the right represent the number of probe sets that met the 2-fold and 4-fold criteria respectively for experiment 2. (C) An expanded view of the dotted box in (B) showing the results of Step 2 in (A): the purple (1000) and brown (4439) circles represent the common gene lists for the 4-fold and 2-fold criteria between both experiments (step 2a). The inner yellow (395) and green (2142) circles represent the two final sets of genes that were determined to have the most significant and consistent differential expression for the 4-fold and 2-fold filtered data, respectively.

Step 1 of the filtering process was performed on each experiment independently, and was designed to identify genes differentially expressed above a specific detection threshold for at least one time point (Figure 1A steps 1a and 1b; see methods for details). At the 2-fold level this resulted in an 82.3% and 82.1% decrease in the total number of genes under consideration for experiments 1 and 2, respectively (Figure 1B, green and yellow circles, respectively). Likewise, filtering at the 4-fold level decreased the number of genes by 94.5% and 94.1% for experiments 1 and 2, respectively (Figure 1B, blue and red circles, respectively). 

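Recomputed from the signal ratios, 10595 probe sets of experiment 1 and 12413 of experiment 2 changed at least 2-fold at 3, 6, 12 or 24 h with a signal at or above the median of the array on which it was higher. At the 4-fold level the counts were 2533 and 3113. These counts left out 76.5% and 72.4% of the probe sets at the 2-fold level in experiments 1 and 2, and 94.4% and 93.1% at the 4-fold level. The signal limit stands in for the change p-value, which is not among the deposited values. Each ratio compares 1 array with 1 array, so this step has no measure of error.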

After completing this differential expression filtering step, four *gene lists *remained—one 2-fold and one 4-fold filtered gene list for each of the two replicate experiments.

Step 2 of the filtering process was designed to identify those detectable differentially expressed genes (those from Step 1) that also consistently responded to stimuli in both replicate experiments across all time points (see Methods). For an expression profile to be considered *consistent *between experiments, it must have: 1) been above the detection threshold and differentially expressed in both experiments (i.e. passed Step 1 in both experiments); 2) exhibited a consistent level (or scale) of response over time in both experiments; and 3) exhibited a similar expression pattern over time in both experiments. Therefore, Step 2 was implemented in three stages (Figure 1A, Step 2).

In step 2a the intersection of the gene lists from Step 1 at each fold change level was identified. There were 4,439 genes common to both experiments at the 2-fold level (Figure 1B, intersection of green and yellow circles; Figure 1C, brown circle), and 1,000 genes at the 4-fold level (Figure 1B and 1C, intersection of blue and red circles). Each identified gene list has two associated *data sets*, one from each experiment. Note that replicate data were not combined; this step merely identified genes that had a detectable significant differential expression at some point in both experiments.

Steps 2b and 2c (Figure 1A) used the calculation of Euclidean distance (ED) and Pearson's correlation coefficient (PCC) between replicate profiles to measure the consistency of expression level and profile pattern across analyzed time points, respectively (see Methods). While use of only ED or PCC is appropriate for some questions, utilization of both criteria ensures identification of the temporal profiles consistent in both scale and pattern across both data sets (see Additional file 1 for an example). Steps 2b and 2c resulted in a 51.7% and 60.5% reduction in genes for the 2-fold and 4-fold filtered gene lists, respectively (Figure 1C, green and yellow circles, respectively).

Overall, the two steps in the feature selection process reduced the total 45,101 genes on the chip to 2,142 genes (95.3%) for the 2-fold filtered and 395 genes (99.1%) for the 4-fold filtered data. These genes are considered to have a detectable, significant differential expression and their temporal profiles were consistent in both shape and scale.

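Of the probe sets past the fold limit, 6042 at the 2-fold level and 980 at the 4-fold level passed in both experiments. Between the 2 experiments, the profiles of these probe sets over 3, 6, 12 and 24 h had a mean Euclidean distance of 1.62 (2-fold) and 1.75 (4-fold). The mean Pearson correlation of the profiles was 0.54 and 0.70. The paper's limits, a distance of at most 1.4 and a correlation of at least 0.76, removed 63.9% of the first list and 60.1% of the second. They left 2179 probe sets at the 2-fold level and 391 at the 4-fold level, so that both steps removed 95.2% and 99.1% of all probe sets. Of the 391 probe sets, 256 are also in Table S1, which holds 395. Of the 395 probe sets of Table S1, 304 changed 4-fold in both experiments by the signal ratios, 326 were within both consistency limits, and 323 were in the recomputed 2-fold list.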

A common approach to replicate data has been to average the data points and calculate a standard deviation or similar statistic for each data point [18,20,34,36,37,41]. Many studies average replicate experiment data for visualization [21], or as part of the process in identifying differentially expressed genes [18,20,41]. Averaging alters the data and could result in expression profiles that may not accurately represent the original. Several examples provided in Additional file 2 demonstrate how the average expression profile is different in both expression level and pattern from either of the replicate expression profiles used in the calculation. The 2-step feature selection method used in this study does not require averaging of data for either visualization or analysis, and it ensures that each expression profile exhibits a consistent pattern and scale across the time course. Thus, the list of significantly regulated and consistent genes obtained from Step 2 are similar enough that related biological conclusions should be reached no matter which experiment is used for visualization.

#### Consensus Clustering

Feature selection was followed by cluster analysis (Figure 1A, Step 3), which was performed in two stages, a and b. Step 3a is a preliminary analysis of all data sets to determine the optimal clustering schema (clustering algorithm and number of clusters) and step 3b is a modified version of consensus clustering.

Step 3a uses the figure of merit (FOM), an internal validation measure that aids in quantitatively determining the optimal clustering schema [42,43]. The chosen schema optimizes cluster homogeneity with respect to the distance measure used. This is necessary because different underlying structures in the data are revealed depending on the clustering schema chosen. Various internal validation methods have been designed to find the best approximation of the natural cluster structure for biological data without imposing *a priori *biological knowledge on the data; however, many studies neglect to perform this step. Assessing the natural cluster structure of biological data is now being recognized as an important part of microarray data analysis [44]. In a recent study by Giancarlo *et al *[45], several of the more popular internal validation measures, such as FOM, Clest [46], Gap Statistic [47], Model Explorer [48] and others, were compared. Results showed that while FOM was not the overall best on computational time it did have good accuracy in predicting the correct number of clusters from a "gold standard" model. Since the filtered data sets in this study were small and computation time was not an issue, we used FOM to determine the optimal clustering schema [43]. For all the 2-fold and 4-fold filtered data sets, FOM analysis indicated that using 8 clusters and k-means was the optimal schema for this data (Figure 2).

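Over even numbers of clusters from 2 to 30, the mean figure of merit of the recomputed 2-fold list was 2.356 for k-means and 2.629 for average-linkage hierarchical clustering in experiment 1, and 2.376 and 2.539 in experiment 2. A lower figure means that the clusters predict a left-out time better. For the recomputed 4-fold list it was 2.767 and 3.119 in experiment 1, and 2.780 and 3.014 in experiment 2. With k-means at 8 clusters, the 2-fold list had a figure of merit of 2.451 in experiment 1 and 2.482 in experiment 2. At 10 clusters these were 2.356 and 2.388, and at 30 clusters 2.062 and 2.085, so the figure fell over the whole range. In experiment 2, hierarchical clustering had the lower figure at 8 clusters, 2.446. No measure of error was computed for these figures.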

**Figure 2:**
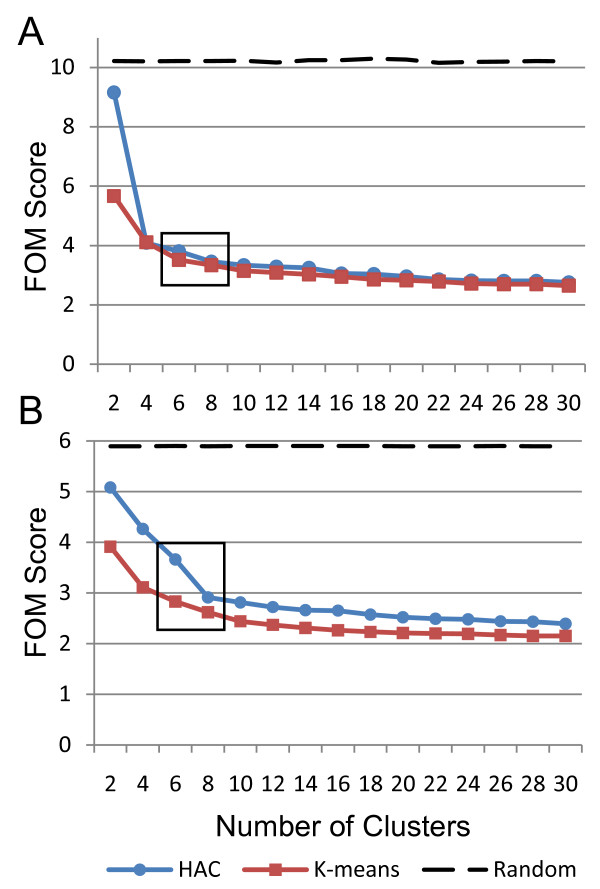
**Figure of merit analysis on both significant datasets indicates optimal clustering parameters**. The FOM scores over a range of cluster numbers for the 4-fold filtered data (A, 395 genes) and the 2-fold filtered data (B, 2142 genes) have been graphed. Both (A) and (B) were generated using the data from experiment 1 (experiment 2 exhibited similar results; not shown). This analysis indicates that k-means is the optimal clustering algorithm for both datasets since it has the lowest average FOM score (though this was not significant for the 4-fold data). The box on each graph indicates the optimal range for the ideal number of clusters is between 6 and 8; 8 was chosen as optimal for both data sets.

In the last step, 3b, consensus clustering was done to identify those groups of genes that consistently clustered together in both replicate experiments to form robust clusters. Because k-means is a non-deterministic clustering method, each replicate data set was clustered several times to generate multiple clustering solutions associated with each experiment; then a consensus was taken over all solutions to identify the robust clusters (see Methods). There are two important aspects of this consensus clustering approach: 1) standard clustering repetitions (for stochastic methods like k-means) on the same data set are used to identify groups of genes that form clusters within each experiment independently; and 2) the method identifies those sub-groups of genes that cluster consistently in replicate data sets. The first is important because it associates expression profiles that have highly similar patterns or expression levels without the bias of historical functional knowledge imposed on the clusters. The second identifies clusters of genes that respond to stimuli as a group even though the response may be different in each replicate experiment (Additional file 3 provides an example). Such clusters may be controlled by a common regulatory mechanism. Clustering methods that incorporate the error or variation between replicate data [34,36,37] may not identify these groups of genes because they ultimately combine replicate data into one solution. Consensus clustering across experimental conditions other than a time course could be used to identify groups of genes that consistently change together in response to different stimuli or in different tissues (such as diseased and normal), which might suggest underlying biological mechanisms. These proposed variations in consensus clustering will require further investigation to determine their full potential.

The application of consensus clustering on the filtered data sets resulted in a total of 140 (2-fold) and 47 (4-fold) consensus clusters with 2 or more genes per cluster (see Additional file 4: Tables S1 and S2 for a full list of consensus clusters). There were 117 genes from the 2-fold data set and 34 genes from the 4-fold data set that formed singleton clusters and were not included in subsequent analysis.

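Clustering each experiment by k-means into 8 clusters, in 5 runs, and keeping the probe sets that fell together in both experiments gave 94 consensus clusters of 2 or more probe sets and 50 singletons for the recomputed 2-fold list. Other random starts gave between 82 and 176 clusters and between 43 and 110 singletons. The recomputed 4-fold list gave 49 clusters and 41 singletons, and over other random starts 52 to 71 and 47 to 79. The 395 probe sets of Table S1, clustered from the signal ratios, gave 54 clusters and 48 singletons, and over other random starts 45 to 64 and 52 to 73.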

Overall, this filtering strategy resulted in more than a 95% reduction in genes under consideration and revealed a number of clusters, which were then used to explore the dynamics of DC maturation.

### A partial analysis would result in different and contradictory conclusions about the process of DC maturation

Our long term objective is to understand the molecular mechanisms underlying the temporal gene expression program of DC maturation. We argue that it is crucial to identify the most reproducible features across replicate experiments and that all steps shown in Figure 1A are important to achieving this goal. Stopping at any point in the analysis would yield different impressions of the DC maturation process.

For example, if the data were filtered using only Step 1 followed by k-means clustering, then the resulting clusters for each experiment would portray the DC maturation process differently: as primarily up-regulated (experiment 1, Figure 3a) or primarily down-regulated (experiment 2, Figure 3b). 

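After the 2-fold limit alone, k-means with 12 clusters placed a median of 6 clusters above 0 in experiment 1 and 5 in experiment 2, over 20 random starts. The numbers ranged from 5 to 7 and from 4 to 7, so the difference between the experiments was within the range of the starts. Of the probe sets, 39.8% in experiment 1 and 39.0% in experiment 2 had a mean log2 ratio above 0. At the 4-fold limit the medians were 6.5 clusters in experiment 1 and 5 in experiment 2, with ranges of 4 to 9 and 3 to 9. The shares of probe sets with a mean ratio above 0 were 47.9% and 40.3%.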

Step 2 of the filtering process identifies and removes any gene that does not consistently respond to stimuli in both experiments. Thus, clustering these data provides a more similar view of the process of DC maturation (Figures 3c and 3d). However, even these clusters show differences between experiments: more up-regulated clusters in experiment 2 than in experiment 1. 

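With both steps applied and 8 clusters, a median of 4 clusters in experiment 1 and 3 in experiment 2 lay above 0 at the 2-fold level, and both medians had the range 3 to 5 over the random starts. At the 4-fold level the median was 5 in both experiments. The shares of probe sets with a mean log2 ratio above 0 differed by less than 1 percentage point between the experiments, at 34.7% and 35.1% for the 2-fold list.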

Performing consensus clustering (Step 3) on the filtered data sets (Figures 3e and 3f) refines our view even further by identifying genes that also consistently cluster together in both replicate experiments. In this comparison, it can be seen that the average cluster profiles are almost identical except for minor variations in expression at a few time points.

**Figure 3:**
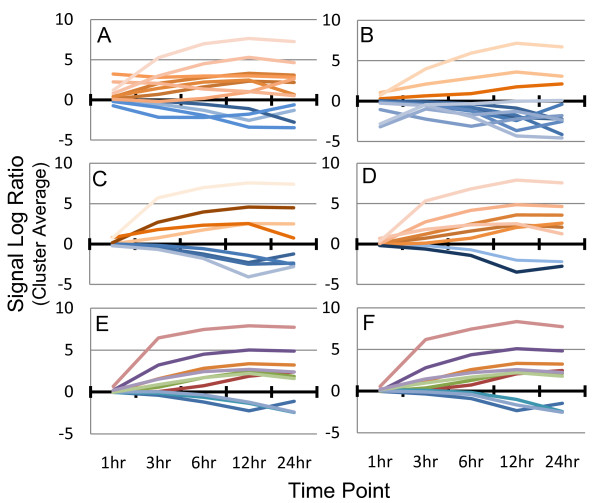
**Progression through the analysis process increases consistency of average cluster profiles**. Step 1 of the analysis process was performed on each experiment individually and the average profile for each cluster was plotted. The resulting data sets were analyzed with the FOM and clustered using k-means into 12 clusters. Experiment 1 (A) portrays the DC maturation process as mostly up-regulated (orange profiles), whereas experiment 2 (B) portrays it as mostly down-regulated (blue profiles). Next, Steps 1 and 2 were performed on experiments 1 (C) and 2 (D). The resulting data sets from each experiment were analyzed with the FOM and clustered using k-means into 8 clusters. These clusters are now more consistent across experiments, however, experiment 2 (D) is now showing DC maturation to be more up-regulated than experiment 1 (C). Finally, Step 3, consensus clustering, was performed on experiments 1 (E) and 2 (F) using the parameters defined in Methods. These clusters are now consistent across experiments. The 1 hour time point was not used for filtering or clustering, and is shown for reporting purposes only.

The graphs shown in Figure 3 illustrate the well-known concept that performing replicate experiments is important: if only one experiment was done then, depending on the data collected, different impressions of the DC maturation process would be obtained. These graphs also demonstrate that the full analysis to identify genes that are consistent in expression level, expression pattern, and clustering partners identifies temporal profiles that are consistent between replicates.

### Flow cytometry indicates a robust response to treatment with poly(I:C)

Before analysis, we demonstrated that poly(I:C) treatment does indeed cause a typical maturation response in DC. Upon poly(I:C) treatment of bone marrow-derived DC (BMDC), we typically observe a roughly 10-fold increase in the mean fluorescence intensity of CD86 expression over untreated DC along with strong increases in CD40, CD80 and MHC class II. We measured the cell surface expression of CD86 by flow cytometry at 24 hours post treatment. As depicted in Additional file 5, we observed a strong up-regulation of CD86 expression on virtually all of the DC 24 hours post treatment in experiment 1. This response was also observed in experiment 2 (data not shown). Therefore, these DC showed a robust maturation profile based on their cell surface phenotype.

### Dynamics of the DC maturation process induced by poly(I:C) are consistent with previously published data

Five general phases of response were identified in the set of consensus clusters for the 2-fold filtered data: early, early-mid, mid, mid-late, and late. Grouping the consensus clusters based on these general phases, and ordering those groups temporally reveals the progression of the DC maturation process, involving both gene up-regulation and down-regulation, upon stimulation with poly(I:C). 

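With all 12 arrays in the fit, few transcripts were called early and many late. Of the 22519 probe sets tested, limma called 12 higher and 0 lower than at 0 h at 1 h, 228 higher and 10 lower at 3 h, and 813 higher and 430 lower at 6 h (n = 2 experiments). At 12 h 2062 rose and 4144 fell, and at 24 h 2047 rose and 3877 fell. With at least a 2-fold change as well, the counts were 220 and 8 at 3 h, 669 and 290 at 6 h, 1336 and 2672 at 12 h, and 1213 and 2605 at 24 h. By gene, 150 of 10999 genes rose and 8 fell at 3 h, and 1275 rose and 2677 fell at 12 h. At 12 h 9 genes had probe sets in both directions. At 1 h, 443 probe sets had an unadjusted p under 0.05, and none of those lower passed the adjustment. The interferon response stood high from 3 h on, and of the lists plotted ribosome biogenesis stood lowest from 6 h on. The median of the Schlafen family was above that of the interferon response at 3, 6 and 12 h and below it at 24 h. Among the 10 largest rises at each of 3, 6 and 12 h were Cxcl10, Rsad2, Ifit1 and Ifit2. Comparing 24 h with 3 h directly, 1970 probe sets were higher at 24 h and 3151 were lower, but with the arrays centred on their median 2722 were higher and 1814 lower, so the balance depends on the scaling. Without the replicate block the calls at 1 h were 0 in either direction (181 at an unadjusted p under 0.05), at 3 h 87 and 1, at 6 h 347 and 42, at 12 h 1061 and 1906, and at 24 h 929 and 1635. With only the 4 arrays of each comparison the counts were 952 and 887 at 3 h and 892 and 1350 at 24 h, so that rises at 3 h outnumbered those at 24 h, and leaving out 1 array moved the number of rises at 3 h between 97, without the 3 h array of experiment 1, and 424, without the 24 h array of experiment 1, the falls at 6 h between 16, without the 0 h array of experiment 1, and 2131, without the 24 h array of experiment 2 (against 1540 rises, so that falls outnumbered rises), and the falls at 12 h between 1656, without the 0 h array of experiment 1, and 6390, without the 24 h array of experiment 2. The paper orders its clusters into phases and reads from them a progression of maturation that involves both rising and falling genes.

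**Figure D1:**
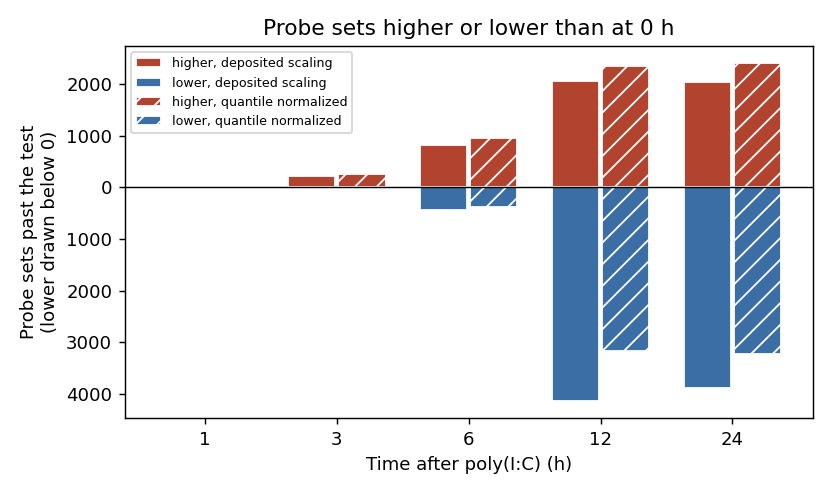
Numbers of probe sets called higher (above 0) and lower (below 0) than at 0 h, at an adjusted p under 0.05, for each time after poly(I:C). Both numbers are largest at 12 and 24 h, where falls outnumber rises.

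**Figure D2:**
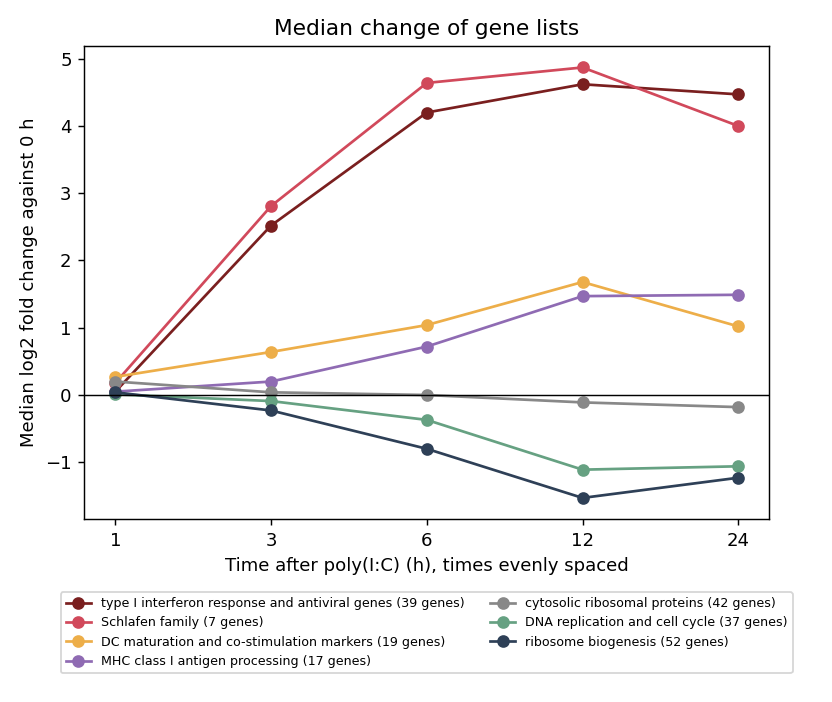
Median log2 fold change against 0 h of the tested genes of each gene list plotted, for each time after poly(I:C), from the fit to both experiments. The interferon response lies well above 0 from 3 h on and ribosome biogenesis lies lowest from 6 h on.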

Figure 4 contains a summary of the five temporal phases with the associated functions and processes that were affected at each phase. To ensure our findings are consistent with previously published data, we compare expression profiles within each phase to a similar time course microarray experiment in the literature. We then discuss the similarities of our identified phases of response with previously defined phases of DC maturation.

**Figure 4:**
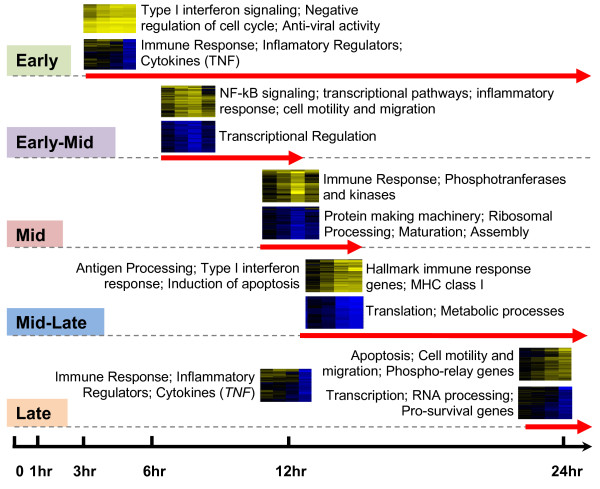
**Temporal ordering of clusters reveals progression of the DC maturation process induced by poly(I:C)**. The top 42 consensus clusters for the 2-fold filtered data set were manually placed into groups based on the visual expression profile exhibited by the heat map representation of each cluster. Five phases were identified for both the up- and down-regulated clusters: early, early-mid, mid, mid-late and late. These groups of clusters with similar expression patterns were ordered temporally to create a timeline. Each phase has one or more representative cluster heat maps, which indicate the patterns associated with that phase, and a red arrow indicating how long that phase lasted. A summary of the annotations included in each phase is provided next to each representative heat map (obtained from DAVID). Heat maps are formatted so that rows represent genes and columns are time points (3, 6, 12 and 24 hours); yellow indicates up-regulation, blue indicates down-regulation, and black indicates no change in expression relative to time zero. Phase assignments for each consensus cluster are included in Additional file 4: Table S2.

Comparison of our microarray data to that of Amit *et al *[49] indicates a strong positive correlation of gene expression profiles on both a global and local scale. Amit *et al *performed a similar time course microarray experiment with 2 replicates using BMDC stimulated with poly(I:C) for 0.5, 1, 2, 4, 6, 8, 12, 16 and 24 hours. Scatter plots of data from Amit *et al *versus the corresponding data in this study show that on a global scale our data are positively correlated at each time point after 1 hour (Additional file 6). The 2,142 genes in the 2-fold filtered data set (which represents our most consistent data) were compared. Of the 2,142 genes, 1,641 were identified in the data provided by Amit *et al*. The array correlation between the genes in each replicate was above 0.7 in all cases, except the first time point (Additional file 6: Table S4). Examples of well correlated genes (PCC >= 0.89) between the two experiments from both up- and down-regulated clusters in each identified phase of response (Figure 5) show that the most highly correlated and consistent gene profiles in our data set are also highly correlated with the corresponding profiles reported by Amit *et al*. Thus, the data presented in this study are similar to published data on both a global and individual gene level.

**Figure 5:**
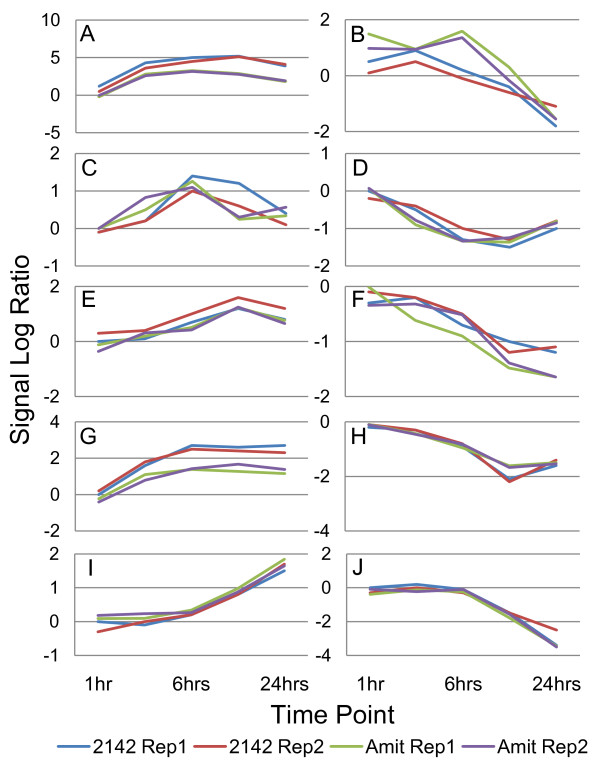
**Gene expression profiles are consistent with previously published microarray data**. Comparison to a similar experiment performed by Amit *et al *was done to ensure gene expression profiles were consistent with previously published data. Corresponding time points from the Amit *et al *data set were used to calculate Pearson's correlation coefficient between selected expression profiles from the 2-fold filtered data set. All graphs except one have a positive average correlation coefficient greater than 0.89; *Tle3 *(C) has an average correlation of 0.66. Figures are as follows: (A) *Ifih1 *(1426276_at) cluster 27; (B) *Fst *(1421365_at) cluster 11; (C) *Tle3 *(1419654_at) cluster 3; (D) *Gpr180 *(1417245_at) cluster 14; (E) *Clcn7 *(1450408_at) cluster 20; (F) *Siglecf *(1424975_at) cluster 2; (G) *Trim34 *(1426092_at) cluster 5; (H) *C1qbp *(1448274_at) cluster 17; (I) *Grina *(1436297_a_at) cluster 1; (J) *Fgf13 *(1418497_at) cluster 25.

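In the arrays of the present study, the genes of Figure 5 that rise did so at these times. Ifih1, which encodes a sensor of double-stranded RNA, had a log2 fold change of 4.08 (standard error 0.20, adjusted p = 4.46e-06) at 3 h and 5.18 (standard error 0.20, adjusted p = 2.33e-07) at 12 h (n = 2 experiments). Tle3, a transcriptional co-repressor, reached 1.25 (standard error 0.21, adjusted p = 0.00652) at 6 h. Clcn7, a lysosomal chloride transporter, reached 1.43 (standard error 0.16, adjusted p = 0.000187) at 12 h. Grina, which encodes a membrane protein linked to glutamate receptors, reached 2.04 (standard error 0.19, adjusted p = 7.69e-05) at 24 h. The probe set that the paper names Trim34 reached 2.30 (standard error 0.25, adjusted p = 0.000339) at 6 h, and the annotation pairs it with more than 1 gene. Among the falling genes, Gpr180, a membrane protein, had a log2 fold change of -1.44 (standard error 0.21, adjusted p = 0.000873) at 12 h and C1qbp, a mitochondrial protein, -1.99 (standard error 0.16, adjusted p = 1.88e-05) at 12 h. Fgf13, which encodes an intracellular regulator of sodium channels, reached -3.03 (standard error 0.31, adjusted p = 0.000113) at 24 h. Fst, the activin antagonist follistatin, reached -1.69 (standard error 0.43, adjusted p = 0.0158) at 24 h, and Siglecf, a sialic acid-binding receptor, -1.00 (standard error 0.24, adjusted p = 0.0133) at 24 h. Fst at 24 h (adjusted p = 0.0935) and Siglecf at 24 h (adjusted p = 0.131) did not pass without the replicate block. Tle3 at 6 h (1.09 to 1.16) did not pass without the 0 or 6 h array of experiment 1, Fst at 24 h (-1.83 to -1.56) without either 0 h array, and Siglecf at 24 h (-0.84) without the 0 h array of experiment 1 (in brackets, the log2 fold change without each array). The data of Amit et al. were not used here.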

The phases of DC maturation identified in this study (Figure 4) show similar characteristics to the common DC maturation response defined by Huang *et al *[5] (Additional file 7 shows a detailed comparison of gene annotations at each phase). 

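The interferon and antiviral genes had risen as a group by 3 h. Of 39 such genes tested, listed before the data were examined, 33 rose and 0 fell, or 39 and 0 adjusted over the list alone, at 3 h, with a median log2 fold change of 2.52 (camera adjusted p = 1.47e-115, adjusted p = 0.0324 with an estimated correlation, n = 2 experiments). Usp18, which encodes a protease that removes ISG15 and dampens interferon signaling, had a log2 fold change at 3 h of 4.96 (standard error 0.17, adjusted p = 9.47e-07). Ifit1, whose product binds foreign RNA, reached 6.99 (standard error 0.27, adjusted p = 1.12e-06). Inflammatory cytokines led at 1 h: of 11 tested, 3 rose and 0 fell, or 6 and 0 adjusted over the list alone (median 1.87, adjusted p = 0.0462 with an estimated correlation). Il6 had a log2 fold change of 5.36 (standard error 0.40, adjusted p = 0.000971) at 1 h, Tnf 1.87 (standard error 0.24, adjusted p = 0.0232) and Il1a 2.40 (standard error 0.27, adjusted p = 0.0125). Cxcl10, a chemokine for T cells, reached 4.18 (standard error 0.43, adjusted p = 0.00678) at 1 h, and 2 of 17 chemokines rose at that time (3 adjusted over the list alone). At 3 h the log2 fold change of Tnf was 0.70 (standard error 0.24, adjusted p = 0.413), which did not pass the test, and at 6 h it was 1.58 (standard error 0.24, adjusted p = 0.00324). Of 31 genes of actin and cell motility, 1 rose and 0 fell at 3 h (1 and 0 adjusted over the list alone). Il6 at 1 h (adjusted p = 1), Tnf at 1 h (adjusted p = 1), Il1a at 1 h (adjusted p = 0.591), Cxcl10 at 1 h (adjusted p = 0.113) and Tnf at 6 h (adjusted p = 0.0712) did not pass without the replicate block. Tnf at 1 h (1.72 to 2.02) did not pass without either 0, 1, 3, 6 or 12 h array, Il1a at 1 h (2.35 to 2.44) without either 0 or 1 h array, Cxcl10 at 1 h (3.75 to 3.79) without the 1 h array of experiment 1 or the 0 h array of experiment 2, and Tnf at 6 h (1.39 to 1.46) without the 0 h array of experiment 1 or the 6 h array of experiment 2 (in brackets, the log2 fold change without each array).

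**Figure D3:**
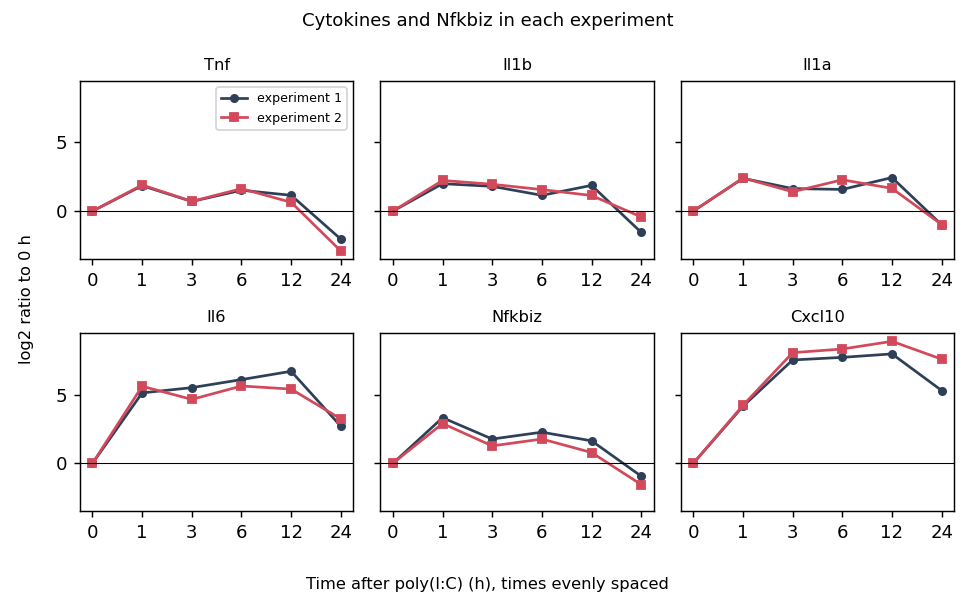
Log2 ratio to the 0 h array of the same experiment for 6 genes (Tnf, Il1b, Il1a, Il6, Nfkbiz and Cxcl10) against time after poly(I:C), with the times evenly spaced, 1 line per experiment. Cxcl10 and Il6 lie above their 0 h level at all times but lower at 24 h than at 12 h, and Tnf ends below its 0 h level.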

Congruent with the literature, our experiments show that shortly after stimulation with poly(I:C), DC initiate significant up-regulation of anti-viral genes, type I interferon signaling, immune response genes such as the cytokine *Tnf-alpha*, and cytoskeletal genes. This early response is similar to the common maturation response of human monocyte derived DC stimulated by *C. albicans*, Influenza A virus or *E. coli *reported by Huang *et al *[5], which indicates that stimulation with poly(I:C) elicits many of the reported core maturation responses in DC. As 6 and 12 hours pass (middle phase), many signaling molecules are up-regulated along with transcriptional pathways and more inflammatory and immune response genes. 

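Inflammatory genes were called higher at 6 and 12 h, but their lists did not pass with an estimated correlation. Of 11 inflammatory cytokines, 9 rose and 0 fell, or 10 and 0 adjusted over the list alone, at 6 h (adjusted p = 0.0702 with an estimated correlation), and 9 rose and 0 fell, or 10 and 0 adjusted over the list alone, at 12 h, when their median log2 fold change was 2.2 (adjusted p = 0.102 with an estimated correlation). Of 22 genes of the NF-kB pathway, 6 rose and 0 fell, or 12 and 0 adjusted over the list alone, at 6 h (adjusted p = 0.121 with an estimated correlation) and 15 rose and 0 fell, or 19 and 0 adjusted over the list alone, at 12 h (median 0.99, camera adjusted p = 1.2e-10, adjusted p = 0.154 with an estimated correlation). Without the replicate block 2 of these genes rose at 6 h and 7 at 12 h. At 12 h the leading members were Irak2, a kinase downstream of interleukin-1 and Toll-like receptors, with a log2 fold change of 1.68 (standard error 0.19, adjusted p = 0.000192), and the inhibitors Tnfaip3, with 1.35 (standard error 0.16, adjusted p = 0.000235), and Nfkbib, with 1.61 (standard error 0.25, adjusted p = 0.00113) (n = 2 experiments). Of 17 chemokines, 6 rose and 0 fell, or 7 and 0 adjusted over the list alone, at 6 h (adjusted p = 0.0503 with an estimated correlation) and 9 rose and 0 fell, or 9 and 0 adjusted over the list alone, at 12 h (adjusted p = 0.0784 with an estimated correlation). Among 19 transcription factors of DC and myeloid cells, 5 rose and 2 fell, or 6 and 2 adjusted over the list alone, at 12 h (median 0.37, camera adjusted p = 0.0343, adjusted p = 0.195 with an estimated correlation).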

After 12 hours (late in the process) the DC up-regulate antigen processing molecules, apoptosis genes, co-stimulatory and more signaling molecules, transcriptional regulators, and motility and migration genes. This again follows a similar pattern to those mid and late phases of the common DC maturation response reported by Huang *et al *where, after stimulation, the human DC increased expression of signaling genes, transcription factors, antigen processing and presentation genes, and migration-related genes.

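The markers of maturation were high by 12 h. Of 19 such genes, 13 rose and 0 fell, or 14 and 1 adjusted over the list alone, at 12 h (median log2 fold change 1.68, adjusted p = 0.101 with an estimated correlation), and 9 rose and 3 fell, or 10 and 3 adjusted over the list alone, at 24 h (median 1.02, adjusted p = 0.284 with an estimated correlation). Cd40, the receptor through which T cells activate DC, had a log2 fold change of 5.29 (standard error 0.40, adjusted p = 1.4e-05) at 12 h, Cd274, an inhibitory ligand, 2.45 (standard error 0.20, adjusted p = 2.81e-05), and Marcksl1, an actin-binding protein, 2.94 (standard error 0.21, adjusted p = 8.33e-06) (n = 2 experiments). Of 17 genes of MHC class I antigen processing, 9 rose and 0 fell, or 13 and 0 adjusted over the list alone, at 6 h, 14 rose and 0 fell, or 14 and 0 adjusted over the list alone, at 12 h (median 1.47, adjusted p = 0.0784 with an estimated correlation) and 14 rose and 0 fell, or 14 and 0 adjusted over the list alone, at 24 h (median 1.49, adjusted p = 0.0884 with an estimated correlation). Nlrc5, the transactivator of class I genes, reached 3.23 (standard error 0.21, adjusted p = 5.06e-06) at 12 h. Of 13 genes of MHC class II presentation, 6 rose and 0 fell, or 9 and 0 adjusted over the list alone, at 24 h (median 0.62, camera adjusted p = 0.00122, adjusted p = 0.406 with an estimated correlation). Without the replicate block 1 of the 13 rose and 0 fell at 24 h. H2-Oa, a subunit of H2-O, reached 2.81 (standard error 0.21, adjusted p = 1.58e-05) at that time. Of 23 pro-apoptotic genes, 9 rose and 3 fell, or 12 and 3 adjusted over the list alone, at 12 h (median 0.56, camera adjusted p = 3.11e-05, adjusted p = 0.0634 with an estimated correlation) and 9 rose and 3 fell, or 10 and 3 adjusted over the list alone, at 24 h (adjusted p = 0.101 with an estimated correlation). Mlkl, the effector of necroptosis, had a log2 fold change of 2.68 (standard error 0.17, adjusted p = 3.62e-06) at 12 h. Of 31 genes of actin and motility, 5 rose and 3 fell, or 5 and 4 adjusted over the list alone, at 12 h (camera adjusted p = 0.0493, adjusted p = 0.406 with an estimated correlation) and 3 rose and 6 fell, or 3 and 6 adjusted over the list alone, at 24 h. Coro1a, a regulator of actin, fell by 1.73 on the log2 scale (standard error 0.20, adjusted p = 0.000252) at 24 h, and Rhov, a small GTPase, rose by 2.38 (standard error 0.30, adjusted p = 0.000444). At 12 h the median of the actin list was 0.19, above that of all probe sets, but -0.10, below that of all probe sets, with all arrays quantile normalized.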

Overall, the up-regulated expression program induced by poly(I:C) (Figure 4) exhibits many features to that of the common up-regulated program reported by Huang *et al*; however, the down-regulated program summarized in Figure 4 and Additional file 7 is more extensive than that previously reported. Between 6 and 24 hours genes associated with a large number of metabolic and catabolic processes are down-regulated, along with various cellular processes, cellular organization, binding, catalytic activity, and a large number of cellular component related genes. Thus, this more comprehensive down-regulated program may provide information on possible interplay between the up- and down-regulation that induces DC maturation. Both up- and down-regulated programs induced by poly(I:C) are now discussed in more detail.

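Genes that make ribosomes fell between 6 and 24 h. The median of all tested probe sets was itself -0.22 at 12 h and -0.18 at 24 h, so the medians below are to be read against these values. Of 52 genes of ribosome biogenesis, 0 rose and 18 fell, or 0 and 40 adjusted over the list alone, at 6 h (median log2 fold change -0.8, adjusted p = 0.113 with an estimated correlation), and 0 rose and 41 fell, or 0 and 43 adjusted over the list alone, at 24 h (median -1.23, adjusted p = 0.113 with an estimated correlation). Without the replicate block 4 of them fell at 6 h and 34 at 24 h. Of 23 genes of the tricarboxylic acid cycle, 0 rose and 9 fell, or 0 and 9 adjusted over the list alone, at 12 h (median -0.32, camera adjusted p = 0.0112, adjusted p = 0.282 with an estimated correlation). Fh1, fumarate hydratase, fell by 1.92 on the log2 scale (standard error 0.17, adjusted p = 5.51e-05) (n = 2 experiments). Of 20 genes of cholesterol biosynthesis, 0 rose and 7 fell, or 0 and 13 adjusted over the list alone, at 12 h and 0 rose and 9 fell, or 1 and 10 adjusted over the list alone, at 24 h (median -0.8, camera adjusted p = 0.00191, adjusted p = 0.406 with an estimated correlation). Stard4, a sterol carrier, had a log2 fold change of -2.54 (standard error 0.33, adjusted p = 0.000489) at 24 h. Of 37 genes of DNA replication and the cell cycle, 2 rose and 19 fell, or 2 and 23 adjusted over the list alone, at 12 h (median -1.11) and 2 rose and 24 fell, or 2 and 25 adjusted over the list alone, at 24 h (median -1.06, camera adjusted p = 2.75e-06, adjusted p = 0.169 with an estimated correlation). Rrm2, a subunit of ribonucleotide reductase, fell by 3.38 on the log2 scale (standard error 0.23, adjusted p = 6.86e-06) at 24 h and Mcm5, a subunit of the replicative helicase, fell by 2.38 on the log2 scale (standard error 0.18, adjusted p = 1.8e-05). Oxidative phosphorylation and glycolysis did not fall below all genes with the signals as deposited. Of 68 genes of oxidative phosphorylation, 0 rose and 8 fell, or 0 and 2 adjusted over the list alone, at 12 h (median -0.16, camera adjusted p = 0.682), and 2 rose and 4 fell, or 1 and 4 adjusted over the list alone, at 24 h. With all arrays quantile normalized, however, their median at 12 h was -0.40 against -0.08 for all probe sets (camera adjusted p = 5.06e-06), and at 24 h -0.20 against -0.05 (camera adjusted p = 0.004). At 24 h their median log2 ratio was -0.26 in experiment 1 and 0.32 in experiment 2, and the list rose without the 24 h array of experiment 1 (adjusted p = 0.00015) but fell without that of experiment 2 (adjusted p = 0.0064). Of 20 genes of glycolysis, 6 rose and 3 fell, or 8 and 3 adjusted over the list alone, at 24 h, with a median of 0.42 (camera adjusted p = 0.0458, adjusted p = 0.546 with an estimated correlation). Slc16a1, a lactate transporter, fell by 2.08 on the log2 scale (standard error 0.27, adjusted p = 0.00047).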

### Differentially expressed genes are primarily observed late during the cell maturation process and are dominated by down-regulation

A global view of gene expression during the maturation process was obtained by plotting the distribution of gene expression at each time point (Figure 6). The 4-fold filtered (Figure 6a) and the 2-fold filtered (Figure 6b) data sets both exhibited a change in distribution from being unimodal at 3 hours to bimodal at subsequent time points. This result reflects a characteristic of the DC maturation process: the majority of those differentially expressed genes were not highly expressed or repressed until 12 to 24 hours following stimulation. Thus, many transcriptional regulatory processes and functions are not detectably affected by DC maturation induced by poly(I:C) until late in the process.

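In the recomputed 2-fold list of 2179 probe sets, 71.4% of the log2 ratios of experiment 1 lay within 0.5 of 0 at 3 h, 28.1% at 6 h, 7.0% at 12 h and 8.8% at 24 h. In experiment 2 these shares were 76.9%, 39.7%, 7.4% and 7.9%. Probe sets past 2-fold made up 10.0% of the list at 3 h, 33.4% at 6 h, 76.7% at 12 h and 73.3% at 24 h in experiment 1, and 7.9%, 23.9%, 76.7% and 76.7% in experiment 2. In the recomputed 4-fold list, 34.3% of the probe sets were past 2-fold at 3 h and 74.2% at 6 h in experiment 1, and 30.2% and 62.4% in experiment 2. That list was chosen for larger changes, which pass a fixed 2-fold line sooner, so these shares do not compare the timing of the lists.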

**Figure 6:**
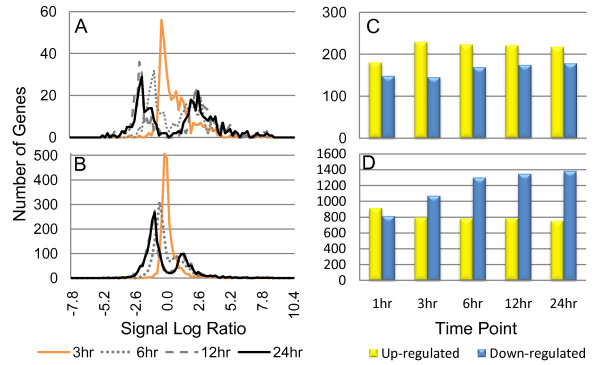
**The majority of transcripts are significantly expressed after 12 hours and are dominated by down-regulation**. The gene expression distributions at 3 (orange), 6 (gray dots), 12 (gray dashes) and 24 (black) hours for the 395 2-fold (A) and 2142 4-fold (B) filtered data sets for experiment 1 are portrayed as histograms (experiment 2 was similar; data not shown). The number of up- (SLR > 0) and down-regulated (SLR < 0) transcripts for the 2-fold (C) and 4-fold (D) filtered data sets were also counted at each time point to determine where up-regulation and down-regulation dominated the maturation process (experiment 2 was similar; data not shown). The number of transcripts with an SLR exactly equal to zero was not included in the bar graphs.

The histograms in Figure 6b also reveal another interesting observation: the bimodal distribution at 12 and 24 hours is skewed toward the negative side of zero, where no obvious skew is observed in Figure 6a. This indicates two things. First, more processes in DC maturation are down-regulated rather than up-regulated overall. Second, a large number of down-regulated genes at the later time points were significantly repressed at a level between 2- and 4-fold. A count of how many transcripts that were up- versus down-regulated at any given point reveals that if only transcripts induced or repressed by more than 4-fold are considered (Figure 6c), the maturation process is dominated by up-regulation. However, the down-regulated program becomes the dominant feature if we include transcripts induced or repressed by 2-fold or more (Figure 6d).

This result revealed two interesting characteristics about the genes involved in DC maturation: 1) there were relatively few transcripts that were highly expressed (395 with greater than 4-fold change was about 0.9% of the total array), however, the majority (58% at 3 hours) of those that were, were up-regulated (Figure 6c); and 2) when transcripts not so strongly expressed were observed (greater than 2-fold change), the maturation process became dominated by down-regulation in the later stages with 64% of the genes down-regulated by 24 hours (Figure 6d). These results suggest that many important characteristics of DC maturation might be found in the large numbers of genes that exhibit late down-regulation with expression changes between 2- and 4-fold. 

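Among the highly changed transcripts, most at 3 h lay above 0. Of the 395 probe sets of Table S1, 56.5% were above their 0 h signal at 3 h in experiment 1 and 61.0% in experiment 2, and of the 391 of the recomputed 4-fold list 57.5% and 59.8%. In the recomputed 2-fold list, 64.8% were below 0 at 24 h in experiment 1 and 65.3% in experiment 2, and 61.4% and 56.6% at 3 h. Over all probe sets tested with limma, without a filter on consistency, the falls made up 4.2% of the calls at 3 h, 34.6% at 6 h, 66.8% at 12 h and 65.4% at 24 h (n = 2 experiments). This share depends on how the arrays are scaled, and the median of all probe sets lies below 0 at the late times. It was 57.4% at 12 h and 57.3% at 24 h with all arrays quantile normalized (2358 rises and 3177 falls at 12 h, and 48.4% or 49.4% falls without the 0 h array of experiment 1 or 2), 59.2% and 53.0% with the arrays centred on their median, and 94.0% and 93.2% with the arrays scaled to the hybridization controls, where the median of all probe sets was -0.90 at 12 h. In the 2-fold list, quantile normalization within each experiment lowered the shares at 24 h to 54.4% and 55.5%. With the arrays centred on their median and the 0 h array of experiment 1 left out, falls made up 45.3% of the calls at 12 h and 42.4% at 24 h, without the 0 h array of experiment 2 they made up 48.7% and 46.0%, and at 24 h 45.9% without the 24 h array of experiment 2. With the signals as deposited, the majority at 6 h turned with the arrays fitted: falls were 57.7% and 58.0% without the 24 h array of experiment 1 or 2, and 58.6% with only the 4 arrays of the comparison (48.2% at 3 h).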

In the next several sections, we explore more explicitly which genes are up-regulated or down-regulated during DC maturation in the 2-fold filtered data set.

### The dendritic cell maturation "program": sustained temporal patterns of up-regulated gene expression

The gene expression patterns we observed over the 24 hour time course included many of the expected profiles such as up-regulation in immune response genes. There were three clusters of genes that were up-regulated quite strongly and remained so for the duration of maturation (Figure 4, early phase). These included clusters 22, 27, and 29, all of which exhibited strong induction (SLRs up to 2.5, 6, and 8 respectively). Not surprisingly, considering poly(I:C) is a strong inducer of the type I interferon response, many genes found in these clusters are involved in the type I interferon signaling and response pathways and/or exhibit anti-viral activity [50,51].

Cluster 29 (12 genes, 15 probe sets) is the most strongly up-regulated of the three clusters with genes up to 256-fold over-expressed. Analysis with the functional annotation clustering tool provided by DAVID [52] revealed one highly significant functional group in this cluster (p-value = 3.73 × 10-6). This functional group included 4 genes (6 probe sets) with a Gene Ontology (GO) (biological process) annotation of response to virus/other organism: *Irf7*, *Rsad2*, *Tgtp *and hypothetical protein LOC677168 (Affymetrix probe ID 1431591_s_at). Several of the genes in this cluster are important for the type I interferon response such as *Irf7*, which is an important transcription factor for the type I interferon signaling pathway [53], as well as *Iigp1*, *Isg20*, and *Rsad2 *which are target genes of the type I interferon response [54,55].

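All 15 probe sets of cluster 29 rose at 3, 6, 12 and 24 h. The study chose the cluster on these arrays, so this is not independent evidence. Its median log2 ratio was 5.16 at 3 h and 7.68 at 12 h in experiment 1, and 4.90 and 7.82 in experiment 2, and the highest single ratio was 8.80. Irf7 had a log2 fold change of 3.33 (standard error 0.31, adjusted p = 0.000303) at 3 h and 6.73 (standard error 0.31, adjusted p = 6e-07) at 24 h (n = 2 experiments). Rsad2, which encodes the antiviral enzyme viperin, reached 7.65 (standard error 0.39, adjusted p = 5e-06) at 3 h and 8.60 (standard error 0.39, adjusted p = 5.38e-07) at 12 h. Isg20, an exonuclease that degrades RNA, reached 7.68 (standard error 0.37, adjusted p = 7.2e-07) at 24 h, and Iigp1, an interferon-inducible GTPase, 7.46 (standard error 0.59, adjusted p = 1.88e-05) at 12 h. The probe set that the paper names Tgtp reached 7.95 (standard error 0.54, adjusted p = 5.85e-06) at 12 h, and the one it gives as LOC677168 6.47 (standard error 0.31, adjusted p = 7.08e-07). The annotation pairs each of these with more than 1 gene.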

Cluster 27 contains 17 genes (18 probe sets) which are also strongly up-regulated (SLRs up to 6). Functional annotation clustering with DAVID did not identify any significant functional groups, however, several important and interesting genes were found in this cluster. These included the interferon activated genes, *Ifi47*, *Ifi203*, and *Ifih1 *as well as the anti-viral gene *Oas3 *[56,57]. The chemokine *Ccl5*, which is important for T cell recruitment [58-60], was also present. Interestingly, this cluster includes three members of the Schlafen family involved in negative regulation of the cell cycle, *Slfn1*, *Slfn3-4*, and *Slfn5 *[61-63]. Thus, even at early stages, the cell is beginning to shut down division and proliferation in favor of differentiation.

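Each of the 18 probe sets of cluster 27, which the study picked from these arrays, rose at 3, 6, 12 and 24 h, with single log2 ratios up to 6.42. Ifi47, an interferon-inducible GTPase, had a log2 fold change of 3.24 (standard error 0.17, adjusted p = 5.7e-06) at 3 h (n = 2 experiments). Oas3, which senses double-stranded RNA, reached 5.44 (standard error 0.30, adjusted p = 1.85e-06) at 24 h. Ccl5 reached 3.91 (standard error 0.35, adjusted p = 0.000235) at 3 h. The probe set that the paper names Ifi203, which is paired with more than 1 gene, reached 4.94 (standard error 0.25, adjusted p = 8.24e-07) at 12 h. Of 7 Schlafen genes tested, all 7 rose at 3, 6, 12 and 24 h, and 7 when adjusted over the list alone, but without the replicate block 2 rose at 3 h and 5 at 24 h. Their median log2 fold change was 2.81 at 3 h, 4.64 at 6 h, 4.87 at 12 h and 4 at 24 h (adjusted p = 0.0324, 0.0372, 0.0462 and 0.0503 with an estimated correlation). Slfn1 reached 3.20 (standard error 0.21, adjusted p = 2.87e-05) at 3 h, Slfn5 3.41 (standard error 0.22, adjusted p = 2.15e-05), Slfn4 7.29 (standard error 0.39, adjusted p = 1.25e-06) at 12 h and Slfn3 3.19 (standard error 0.37, adjusted p = 0.000568) at 6 h. The tables held here place Slfn1 and Slfn5 in the cluster and hold no probe set of Slfn3 or Slfn4. Of 37 genes of DNA replication and the cell cycle, none was called lower at 3 h by limma (0 adjusted over the list alone). Slfn5 at 3 h (adjusted p = 0.102) did not pass without the replicate block.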

Cluster 22 includes 22 genes (23 probe sets) that are up-regulated (SLRs up to 2.5) at 6, 12, and 24 hours. Functional annotation clustering found no significant functional groups in this cluster, however, there are several genes involved in the immune response: *Tap2 *and *Psmb10*, which are important for peptide translocation and antigen processing, *Irak2 *and *Dok1 *which are involved in innate immune signaling, and *Cd47*, which is known to play an important role in maturation of specific DC subtypes [64-66]. 

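In cluster 22, 18 of 23 probe sets rose at 6 h and 22 at 12 and 24 h, and none was called at 3 h by limma. The study chose the cluster on these arrays. Psmb10, a subunit of the immunoproteasome, had a log2 fold change of 1.26 (standard error 0.16, adjusted p = 0.000922) at 6 h and 2.13 (standard error 0.16, adjusted p = 1.21e-05) at 24 h (n = 2 experiments). Dok1, an adaptor that restrains kinase signaling, reached 1.86 (standard error 0.20, adjusted p = 0.000164) at 12 h. Irak2 reached 1.73 (standard error 0.19, adjusted p = 0.000176) at 24 h. Cd47, a ligand that inhibits phagocytosis, reached 1.76 (standard error 0.17, adjusted p = 9.6e-05) at 12 h with the probe set of the cluster.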

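Sgcb, a membrane protein that links the cytoskeleton to the matrix, rose by 2.03 (standard error 0.29, adjusted p = 0.000873) at 12 h. Tpx2, a spindle assembly factor, rose by 2.25 (standard error 0.27, adjusted p = 0.000328) at 24 h with the probe set of the cluster. With its other 3 probe sets the log2 fold changes at 24 h were -0.70, -1.37 and -0.11, none of which passed the test (adjusted p = 0.252, 0.112 and 0.906). All are log2 fold changes against 0 h (n = 2 experiments).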

We also found several other genes involved in intracellular transport such as syntaxin binding protein 1 (*Stxbp1*), and cytoskeletal reorganization genes including sarcoglycan beta (*Sgcb*) and microtubule-associated protein homolog (*Tpx2*).

Sustained up-regulation indicates that the processes represented by clusters 22, 27 and 29 are important throughout the duration of the maturation process. Thus, we hypothesize that this pattern of early and sustained up-regulation in the intracellular transport and cytoskeletal reorganization genes is important for the transport of MHC and co-stimulatory molecules to the cell surface for recognition by T cells and/or for the migration process to lymphoid organs.

### The dendritic cell maturation "program": genes that exhibit both up and down regulation

While most consensus clusters exhibited only up- or down-regulation, there were several genes identified by our analysis as significantly and consistently both up- and down-regulated at some point in the process. All of these genes clustered together in Cluster 11 (32 genes, 35 probe sets) and exhibit a pattern of early up-regulation followed by late down-regulation (Figure 4, early and late phase). While no significant functional groups were identified by DAVID, this cluster did contain the immune response cytokine, *Tnf*, as well as *Cxcl1*, a regulator of the inflammatory process. 

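All 35 probe sets of cluster 11, which the study picked from these arrays, fell by 24 h. Before that, 3 were called higher and 0 lower at 6 h, and 3 higher and 7 lower at 12 h. The median log2 ratio of the cluster was 0.12 at 3 h, 0.08 at 6 h and -1.57 at 24 h in experiment 1, and 0.17, 0.13 and -1.19 in experiment 2. Tnf had a log2 fold change at 24 h of -2.47 (standard error 0.24, adjusted p = 7.98e-05) (n = 2 experiments), and Cxcl1, a chemokine for neutrophils, -1.36 (standard error 0.29, adjusted p = 0.0068). Cxcl1 had risen at 1 h, by 2.78 (standard error 0.29, adjusted p = 0.00678). For Sod2, the mitochondrial superoxide dismutase, the probe set of the cluster had -1.75 (standard error 0.19, adjusted p = 0.000158) at 24 h, and of 3 others annotated to the gene 1 had -1.03 (standard error 0.29, adjusted p = 0.0254) and 2, with 0.27 (standard error 0.13, adjusted p = 0.148) and 0.26 (standard error 0.14, adjusted p = 0.215), did not pass. Cxcl1 at 24 h (adjusted p = 0.139), Cxcl1 at 1 h (adjusted p = 1) and the Sod2 probe set with -1.03 at 24 h (adjusted p = 0.106) did not pass without the replicate block. Cxcl1 at 24 h (-1.37 to -1.35) did not pass without either 0 h array, Cxcl1 at 1 h (2.54 to 2.79) without the 1 h array of experiment 1 or either 0 h array, and the Sod2 probe set with -1.03 at 24 h (-0.74 to -0.69) without the 0 or 24 h array of experiment 2 (in brackets, the log2 fold change without each array).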

Other functions associated with this cluster include signal transduction, membrane transport, and one protein involved in response to reactive oxygen species (*Sod2*). Some of the protein products of these genes are often associated with the early events of DC maturation. This pattern of early up-regulation followed by significant and abrupt down-regulation at 24 hours suggests that these genes have potent effects, are tightly regulated, and may have deleterious effects if expressed in large quantities or over long periods of time.

### The dendritic cell maturation "program": temporal patterns of up-regulated gene expression

Aside from the sustained up-regulation of clusters 22, 27 and 29, several other patterns of up-regulation were revealed by the consensus clusters. For example, clusters 3 and 15 exhibit a pattern of peak up-regulation at 6 and 12 hours. This pattern is largely terminated by 24 hours (Figure 4, early-mid phase). Cluster 3 contains a large number of genes, 106 (125 probe sets), where significant (p-values < 0.05) functional group annotations include serine/threonine-protein kinases, phosphorylation, cell motility and migration, and response to wounding/immune response. Many of the genes included in cluster 3 are involved in the well characterized NF-kB signaling and transcriptional pathways such as *Tank*, *T2bp*, *Map2k1*, and NF-kB subunits epsilon and zeta (*Nfkbie *and *Nfkbiz *respectively). The RNA sensing pattern recognition receptor, toll-like receptor 7 (*Tlr7*), is also part of this cluster along with a number of inflammatory response genes such as interleukin 1 alpha (*Il1a*). 

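In cluster 3, 92 of 125 probe sets rose at 6 h, 121 at 12 h and 52 at 24 h, and 9 had risen at 3 h. The cluster was chosen on these arrays. Its median log2 ratio was 1.20 at 6 h, 1.42 at 12 h and 0.64 at 24 h in experiment 1, and 0.95, 1.16 and 0.47 in experiment 2. The values of the named genes at 12 h were as follows. Tank, an adaptor of TRAF signaling, had a log2 fold change of 1.65 (standard error 0.27, adjusted p = 0.00175) (n = 2 experiments), Tifa, which the paper names T2bp, 1.20 (standard error 0.22, adjusted p = 0.00307), Map2k1 1.18 (standard error 0.20, adjusted p = 0.0019), and Nfkbie, an inhibitor of NF-kB, 1.00 (standard error 0.18, adjusted p = 0.00329). Tlr7 reached 1.36 (standard error 0.24, adjusted p = 0.00245) and Il1a 2.05 (standard error 0.27, adjusted p = 0.000541). Nfkbiz, a nuclear regulator of NF-kB target genes, had a log2 fold change of 3.10 (standard error 0.22, adjusted p = 0.000971) at 1 h and -1.24 (standard error 0.22, adjusted p = 0.00283) at 24 h. Nfkbie at 12 h (adjusted p = 0.0512), Nfkbiz at 1 h (adjusted p = 1) and Nfkbiz at 24 h (adjusted p = 0.346) did not pass without the replicate block.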

There are many other signaling molecules, kinases and phosphatases, found in this cluster, including *Akt3*, *Ccnd1*, *Map2k1*, *Minpp1*, *Phlpp *and *Ppp2r5a*. These results suggest that much of the intracellular signaling associated with the DC maturation program begins within this "early to mid phase". Additionally, the program of cell motility and migration appears to be initiated in this phase as well. 

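Cyclin D1 and phosphatases of cluster 3 had risen by 12 h. Ccnd1, which encodes that cyclin, had a log2 fold change of 1.74 (standard error 0.17, adjusted p = 0.000101) at 12 h (n = 2 experiments), Phlpp1, a protein phosphatase, 1.32 (standard error 0.19, adjusted p = 0.000814), Minpp1, an inositol phosphatase, 1.09 (standard error 0.17, adjusted p = 0.00147), and Ppp2r5a, a subunit of protein phosphatase 2A, 1.41 (standard error 0.15, adjusted p = 0.000146). Among 31 genes of actin and motility, 2 rose and 0 fell at 6 h, or 2 and 0 adjusted over the list alone.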

The 31 genes (34 probe sets) found in cluster 15 had a similar pattern of up-regulation in the middle phase of the program with a slightly higher magnitude of induction than cluster 3 (cluster 3 SLRs up to 2.5; cluster 15 SLRs up to 3.2). 

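Of the 34 probe sets of cluster 15, 33 were tested. By limma, 5 rose at 3 h, 30 at 6 h, 32 at 12 h and 28 at 24 h, in a cluster that was chosen on these arrays. Its median log2 ratio was 1.90 at 6 h and 2.16 at 12 h in experiment 1, and 1.30 and 1.66 in experiment 2, and the highest single ratio was 3.10, below the 3.79 of cluster 3, whose medians at these times were lower. At 24 h the medians were 1.31 and 1.03.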

Significant (p-values < 0.05) functional group annotations for cluster 15 were different from the immune response oriented annotations of cluster 3 and included zinc finger B-Box and RING-type associated genes involved in transcriptional regulation. The genes identified in clusters 3 and 15 indicate that cell signaling and transcriptional regulation are important in the early-mid phase of DC maturation.

We observed one cluster of up-regulated genes, cluster 20 (24 genes, 27 probe sets), that exhibited peak gene expression only at the 12 hour time point (Figure 4, mid phase). This cluster contains the interleukin 13 receptor (*Il13ra1*), which is associated with the immune response, as well as *Atf3*, which is a transcription factor known to dampen innate immune signaling [67]. 

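Cluster 20, chosen on these arrays, had 7 of 27 probe sets higher at 6 h, 26 at 12 h and 18 at 24 h. Its median log2 ratio was 1.11 at 12 h and 0.59 at 24 h in experiment 1, and 1.22 and 0.57 in experiment 2. Il13ra1 had a log2 fold change at 12 h of 1.38 (standard error 0.20, adjusted p = 0.000757) (n = 2 experiments), and Atf3 1.23 (standard error 0.16, adjusted p = 0.000441). At 24 h Atf3 was still at 1.15 (standard error 0.16, adjusted p = 0.000688).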

Among the functionally clustered genes identified by DAVID was a group of phosphotransferase/kinases (p-value = 0.04), none of which had previously been associated with the process of DC maturation: *Pftk1*, *Hk2*, *Rnasel*, *Brd2*, *Zcchc6*, and *Hif1a*. These proteins have generally been associated with metabolic pathways and intracellular transport. 

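Of the kinases and phosphotransferases in cluster 20, Hk2, hexokinase 2, had a log2 fold change of 1.11 (standard error 0.15, adjusted p = 0.000655) at 12 h and 0.48 (standard error 0.15, adjusted p = 0.0419) at 24 h (n = 2 experiments). Brd2, a chromatin reader, reached 1.11 (standard error 0.15, adjusted p = 0.000547) at 12 h, Tut7, which the paper names Zcchc6, 1.16 (standard error 0.19, adjusted p = 0.00155), and Cdk14, which the paper names Pftk1, 1.15 (standard error 0.24, adjusted p = 0.00643). Hif1a reached 1.51 (standard error 0.20, adjusted p = 0.00052). With the arrays scaled to the hybridization controls, a setting chosen after seeing the data, Hk2 at 24 h changed sign, to -0.11. Hk2 at 24 h (adjusted p = 0.364) did not pass without the replicate block. Hk2 at 24 h (0.42 to 0.48) did not pass without the 24 h array of experiment 1 or either 0, 1, 3 or 6 h array; Cdk14 at 12 h (1.12) without the 0 h array of experiment 1 (in brackets, the log2 fold change without each array).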

The significance of this particular group of genes to DC maturation remains to be determined, but provides an interesting cohort of novel genes for study.

A set of five clusters demonstrated a pattern of strong up-regulation later in the program at 12 and 24 hours including clusters 5, 6, 13, 32, and 34 (Figure 4, mid-late phase). Significant DAVID functional groups indicate that these clusters are enriched in immune response genes, and further investigation revealed that these clusters contained most of the "hallmark" genes known to be associated with DC maturation. Cluster 5 (64 genes, 73 probe sets) contained several highly significant DAVID functional groups with annotations that include MHC class I molecules (p-value = 2.95 × 10^-7^), SPRY and SPRY-like domains (p-value = 8.53 × 10^-5^), SAND family proteins (p-value = 4.37 × 10^-4^) and apoptosis/programmed cell death (p-value = 0.03). Genes that were part of the DAVID functional groupings were the co-stimulatory molecule *Cd86 *and two MHC class I molecules (*H2-T22 *and *H2-Q1*). This cluster also contained antigen processing molecules involved in the MHC class I processing pathway, such as *Tap1*, which were not part of a significant DAVID functional group. 

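Cluster 5 rose almost whole: 41 of 73 probe sets at 3 h, 71 at 6 h and 73 at 12 and 24 h. The study picked it from these arrays. Its median log2 ratio was 1.35 at 3 h, 2.44 at 6 h and 2.91 at 12 h in experiment 1, and 1.05, 2.00 and 2.93 in experiment 2. Cd86 had a log2 fold change of 3.14 (standard error 0.23, adjusted p = 1.11e-05) at 12 h and 3.40 (standard error 0.23, adjusted p = 7.1e-06) at 24 h (n = 2 experiments).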

We also observed a strong type I interferon response, including *Ifi35*, *Stat1 *and *Oas1a*, and anti-viral gene induction. 

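Interferon-induced genes of cluster 5 had risen by 6 h. Ifi35 had a log2 fold change of 2.77 (standard error 0.15, adjusted p = 2.68e-06) at 6 h (n = 2 experiments), and Oas1a 2.58 (standard error 0.22, adjusted p = 5.1e-05). At 12 h the caspase gene Casp4 reached 3.52 (standard error 0.27, adjusted p = 1.47e-05), Nod1, a receptor that the paper names Card4, 3.44 (standard error 0.29, adjusted p = 2.99e-05), Daxx 2.61 (standard error 0.23, adjusted p = 3.69e-05), and Clu, an extracellular chaperone, 2.26 (standard error 0.28, adjusted p = 0.000388). Cflar, which blocks the activation of caspase 8, reached 3.08 (standard error 0.23, adjusted p = 1.33e-05). Clu at 12 h (adjusted p = 0.292) did not pass without the replicate block.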

Other molecules of note in this cluster are those involved in the induction of apoptosis including caspase 4 (*Casp4*), caspase recruitment domain 4 (*Card4*), *CASP8 *and FADD-like apoptosis regulator (*Cflar*), Fas death domain-associated protein (*Daxx*) and clusterin (*Clu*).

Cluster 6 (51 genes, 54 probe sets), also one of the mid-late phase up-regulated clusters, contains a highly significant DAVID functional group (p-value = 1.02 × 10^-15^) that includes a probe set associated with several interferon alphas (1422403_at), as well as response to virus associated genes *Akt3 *and *H2-D1*. 

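In cluster 6, which was chosen on these arrays, 27 of 53 tested probe sets rose at 6 h, 52 at 12 h and 51 at 24 h. The probe set of several interferon alpha genes had a log2 fold change of 1.34 (standard error 0.33, adjusted p = 0.0144) at 24 h (n = 2 experiments). For H2-D1, an MHC class I heavy chain, the probe set of the cluster reached 1.86 (standard error 0.19, adjusted p = 0.000131). Tapbp, tapasin, had a log2 fold change of 1.67 (standard error 0.14, adjusted p = 3.89e-05) at 24 h. The probe set of Tapbpl in the cluster was too dim to be tested, and another reached 2.69 (standard error 0.35, adjusted p = 0.00051). A further probe set of H2-D1 had 0.60 (standard error 0.12, adjusted p = 0.00593) at 12 h, which changed sign, to -0.07, with the arrays scaled to the hybridization controls, a setting chosen after seeing the data. The interferon alpha probe set at 24 h (adjusted p = 0.0674) and the further H2-D1 probe set at 12 h (adjusted p = 0.125) did not pass without the replicate block. The interferon alpha probe set at 24 h (1.00) did not pass without the 0 h array of experiment 1; the further H2-D1 probe set at 12 h (0.50 to 0.54) without the 0 or 12 h array of experiment 2 (in brackets, the log2 fold change without each array).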

A second significant (p-value = 4.2 × 10^-3^) functional group is also found in Cluster 6 which includes the antigen processing TAP binding protein (*Tapbp*) and TAP binding protein-like (*Tapbpl*) genes. Likewise, the 30 genes (35 probe sets) found in cluster 13 include genes involved in the activation of T cells such as interleukin 18 (*Il18)*. 

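Il18 had a log2 fold change of 2.20 (standard error 0.24, adjusted p = 0.000183) at 12 h (n = 2 experiments). Of the 34 tested probe sets of its cluster, 9 rose at 3 h, 32 at 6 h and 34 at 12 and 24 h, with a median log2 ratio at 12 h of 2.20 in experiment 1 and 2.35 in experiment 2. The study chose the cluster on these arrays.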

Clusters 32 and 34 are composed of 13 genes (13 probe sets) and 10 genes (12 probe sets), respectively, that include a broad range of functional annotations such as immune response and antiviral activity as well as signaling, transcriptional regulation, and intracellular transport. Thus, most of the genes up-regulated in these mid-late phase clusters fall into expected categories based on what is already known about DC maturation.

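In cluster 32, 1 of 13 probe sets rose at 3 h, 9 at 6 h and 13 at 12 and 24 h. In cluster 34, 9 of 12 had risen at 3 h and 12 at each later time. Both clusters were chosen on these arrays. Cluster 34 was the stronger, with a median log2 ratio at 12 h of 3.85 in experiment 1 and 4.31 in experiment 2, against 1.70 and 2.26 for cluster 32.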

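Tap1 and Tap2 together form the peptide transporter. Tap1 had risen by 3 h. Its log2 fold change was 1.58 (standard error 0.15, adjusted p = 0.000303) at 3 h and 2.77 (standard error 0.15, adjusted p = 2.04e-06) at 6 h (n = 2 experiments). Tap2 was at 0.20 (standard error 0.18, adjusted p = 0.957) at 3 h, which did not pass, and 1.13 (standard error 0.18, adjusted p = 0.0054) at 6 h, and 1.65 (standard error 0.18, adjusted p = 0.000188) at 12 h. Tapbp reached 0.89 (standard error 0.14, adjusted p = 0.00534) at 6 h and 1.72 (standard error 0.14, adjusted p = 2.92e-05) at 12 h. Whether the 3 genes differ in timing was not tested. Psmb9, an immunoproteasome subunit encoded beside Tap1, reached 2.74 (standard error 0.16, adjusted p = 2.04e-06) at 12 h. Tap1 at 3 h (adjusted p = 0.183) and Tapbp at 6 h (adjusted p = 0.0714) did not pass without the replicate block. Tap2 at 6 h (1.08 to 1.19) did not pass without the 0 h array of experiment 1 or either 6 h array; Tapbp at 6 h (0.81 to 0.84) without the 6 h array of experiment 1 or the 0 h array of experiment 2 (in brackets, the log2 fold change without each array).

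**Figure D4:**
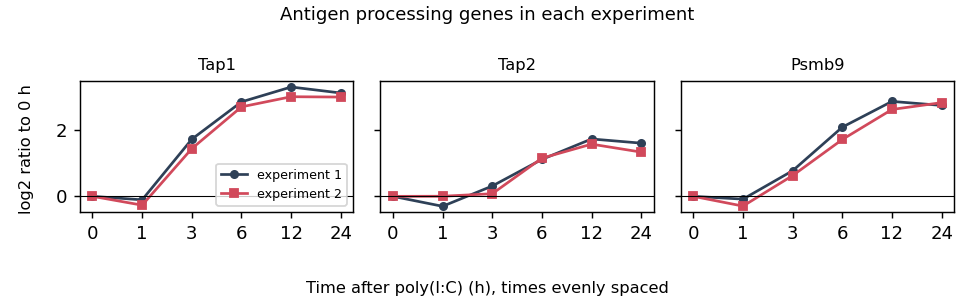
Log2 ratio to the 0 h array of the same experiment for Tap1, Tap2 and Psmb9 against time after poly(I:C), with the times evenly spaced, 1 line per experiment. Tap1 lies above Tap2 from 3 h on in both experiments.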

Looking globally at these results, it is interesting to note that *Tapbp *(cluster 6) and *Tap1 *(cluster 5) are not up-regulated until late in the DC maturation process while *Tap2 *(cluster 22) had an early and sustained up-regulation. These three TAP gene products are crucial to the MHC class I antigen presentation pathway where TAP1 and TAP2 form a dimer that transfers peptides from the cytoplasm into the endoplasmic reticulum for loading onto the MHC class I molecules [68]. *Tapasin *(*Tapbp*) mediates the loading of peptides onto MHC molecules [69] where it is then processed and transported to the cell surface for activation of T cells. The up-regulation of *Tap1 *and *Tapbp *coincides with the timing of DC migration to the lymph nodes where T cell activation takes place, suggesting that the three proteins working together is important at that mid-late phase of maturation. The delayed up-regulation of *Tap1 *and *Tapbp *suggest that these may be the rate limiting molecules that facilitate higher levels of antigen presentation late in the maturation process. These TAP genes demonstrate how our filtering strategy is able to highlight interesting temporal dynamics within a small group of interacting proteins.

Cluster 1 is the only cluster whose genes are up-regulated at the latest time point (24 hours). It is a very large group of 225 genes (270 probe sets) whose expression is strongest primarily at 24 hours (Figure 4, late phase). In this cluster, DAVID analysis shows a count of 20 genes (24 probe sets) with GO (biological process) annotations of apoptosis or programmed cell death (p-value = 0.02). 

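Cluster 1, chosen on these arrays, had 28 of 270 probe sets higher at 6 h, 199 at 12 h and 266 at 24 h. Its median log2 ratio was 0.92 at 12 h and 1.32 at 24 h in experiment 1, and 1.04 and 1.41 in experiment 2.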

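Osm, a cytokine of the interleukin-6 family, had a log2 fold change of 1.30 (standard error 0.20, adjusted p = 0.00142) at 24 h (n = 2 experiments). Shisa5, a membrane protein of the endoplasmic reticulum that the paper names Scotin, reached 1.25 (standard error 0.16, adjusted p = 0.000489). For the apoptosis-inducing factors, Aifm2 rose, with 1.49 (standard error 0.30, adjusted p = 0.00573) at 24 h in the probe set of cluster 1, while Aifm1 fell, with -0.91 (standard error 0.16, adjusted p = 0.00248). Shisa5 at 24 h (adjusted p = 0.0657) did not pass without the replicate block.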

Genes in this functional group included apoptosis-inducing factor, oncostatin M (*Osm*), and *Scotin*, and genes involved in cell motility and morphogenesis. 

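Pde8b, a cAMP phosphodiesterase with a PAS domain, had a log2 fold change of 1.40 (standard error 0.19, adjusted p = 0.000636) at 12 h and 2.42 (standard error 0.19, adjusted p = 2.15e-05) at 24 h (n = 2 experiments). The clock gene Per1 reached 1.07 (standard error 0.25, adjusted p = 0.0114) at 24 h. The related Per2 was at 1.02 (standard error 0.29, adjusted p = 0.0252) at 12 h and 0.73 (standard error 0.29, adjusted p = 0.0887) at 24 h, where it did not pass. As a group, genes of the circadian clock and with PAS domains did not move one way. Of 15 tested, 3 rose and 2 fell, or 3 and 2 adjusted over the list alone, at 12 h and 3 rose and 2 fell, or 3 and 2 adjusted over the list alone, at 24 h (camera adjusted p = 0.132). Per2 at 12 h (adjusted p = 0.0844) did not pass without the replicate block. Per1 at 24 h (1.00 to 1.15) did not pass without either 0 h array; Per2 at 12 h (0.98 to 1.06) without either 0 or 12 h array (in brackets, the log2 fold change without each array).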

Another functional group identified by DAVID (p-value = 0.02) included 4 genes (5 probe sets), *Per1*, *Per2*, *Pde8b*, and *Hif1a*, with a common GO (biological process) annotation: two-component signal transduction system (phospho-relay). Interestingly, these genes have homology to the *Drosophila *PAS/PAC genes thought to be involved in a two component signaling cascade. These molecules are largely attributed to signaling and development in neuronal systems and circadian rhythms, and have not been associated with DC maturation previously [70-72]. This novel observation bears further investigation in relation to DC maturation.

In the clusters described so far, two genes (*Akt3 *and *Hif1a*) have appeared in two separate clusters. The reason for this is that both of these transcripts are targeted by two different probe sets. The *Akt3 *transcript is targeted by 1460307_at (cluster 6) and 1422078_at (cluster 3). Both of these probe set expression profiles peak around 12 hours even though they were placed in different phases, which indicates that this gene remains expressed between 6 and 24 hours. The *Hif1a *transcript is targeted by 1416035_at (cluster 20) and 1427418_a_at (cluster 1). Both of these transcripts were placed in consecutive phases, indicating that *Hif1a *is probably up-regulated at both 12 and 24 hours.

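For Hif1a, the probe set of cluster 1 had a log2 fold change of 1.39 (standard error 0.14, adjusted p = 0.000125) at 12 h and 0.99 (standard error 0.14, adjusted p = 0.000978) at 24 h (n = 2 experiments). Another, in cluster 102, had 2.22 (standard error 0.18, adjusted p = 2.45e-05) at 12 h and 1.22 (standard error 0.18, adjusted p = 0.00108) at 24 h. The probe set of cluster 20 was at 0.64 (standard error 0.20, adjusted p = 0.0392) at 24 h. The cluster 102 probe set at 24 h (adjusted p = 0.0771) and the cluster 20 probe set at 24 h (adjusted p = 0.285) did not pass without the replicate block. The cluster 20 probe set at 24 h (0.56 to 0.66) did not pass without the 24 h array of experiment 1 or either 0, 1, 3 or 6 h array (in brackets, the log2 fold change without each array).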

### The dendritic cell maturation "program": temporal patterns of down-regulated gene expression

Over the course of 24 hours the up-regulated program induced by poly(I:C) contained many of the known and well characterized processes induced during DC maturation, as well as several novel observations. However, we were surprised to find that the majority of the overall gene expression patterns in the 2-fold filtered data set exhibited down-regulation (Figure 6d), where 29 of the 42 consensus clusters were down-regulated at some point during the process. Also, it is of interest that the general magnitude of down-regulation is about a 3- to 8-fold (SLR of -1.5 to -3) decrease in expression, with only one cluster exhibiting an expression decrease of 32-fold or more (cluster 8 with SLR of -5). 

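From the signal ratios, 30 of the 42 clusters had a median at or below -1 at some time in both experiments, and 12 had a median at or above 1. These clusters hold 1624 probe sets, 75.8% of the 2142. The clusters were chosen on these arrays.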

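Of the 42 clusters, cluster 8 held the lowest single log2 ratio, -4.76, while the medians of cluster 42 at 24 h were lower (-2.53 and -2.69). Its median was -2.63 at 12 h and -2.22 at 24 h in experiment 1, and -2.88 and -2.66 in experiment 2. Of its 36 tested probe sets, 24 fell at 6 h and 36 at 12 and 24 h. In cluster 2, the largest of the clusters that fall, the median was -1.08 at 12 h and -0.67 at 24 h in experiment 1, and -1.16 and -0.75 in experiment 2.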

Among the down-regulated gene clusters, none showed consistent repression across all time points. Instead, the pattern in these clusters was waves of down-regulation, peaking early-to-mid, mid, mid-to-late, or late in the DC maturation process (Figure 4). No cluster exhibited significant down-regulation at the earliest analyzed time point of 3 hours.

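At 3 h, 0 of the 42 clusters had a median log2 ratio at or below -1 in either experiment. Of all probe sets tested, limma called 10 lower at 3 h (n = 2 experiments). The named genes with the largest falls are Fcsk, a fucose kinase, with a log2 fold change of -2.53 (standard error 0.46, adjusted p = 0.0266), and Ksr1, a scaffold of MAP kinase signaling, with -2.34 (standard error 0.37, adjusted p = 0.0123). Fcsk at 3 h (adjusted p = 0.0776) did not pass without the replicate block. Fcsk at 3 h (-2.72 to -2.35) did not pass without the 1 h array of experiment 2 or either 0 or 3 h array; Ksr1 at 3 h (-2.55 to -2.12) without either 3 h array (in brackets, the log2 fold change without each array).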

Unlike the up-regulated clusters, there were very few genes associated with immune response, inflammation, or anti-viral response in the down-regulated clusters. 

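Of 31 aminoacyl-tRNA synthetase genes tested, 2 rose and 21 fell, or 2 and 22 adjusted over the list alone, at 12 h (median log2 fold change -0.95, camera adjusted p = 0.000168, adjusted p = 0.406 with an estimated correlation). Farsb, which charges phenylalanine tRNA, fell by 2.05 on the log2 scale (standard error 0.17, adjusted p = 2.81e-05) and Iars, which charges isoleucine tRNA, by 2.85 on the log2 scale (standard error 0.33, adjusted p = 0.000215) (n = 2 experiments). Of 35 translation factors, 0 rose and 15 fell, or 0 and 17 adjusted over the list alone, at 12 h (median -0.57, camera adjusted p = 0.00119, adjusted p = 0.21 with an estimated correlation). Eef1e1, a partner of the synthetases, fell by 2.11 on the log2 scale (standard error 0.17, adjusted p = 2.72e-05) and Eif3a by 1.51 on the log2 scale (standard error 0.15, adjusted p = 0.000117). Of 74 mitochondrial ribosomal proteins, 2 rose and 37 fell, or 4 and 43 adjusted over the list alone, at 12 h (median -0.61, camera adjusted p = 7.76e-05, adjusted p = 0.197 with an estimated correlation), and 10 rose and 16 fell, or 12 and 17 adjusted over the list alone, at 24 h. Without the replicate block 0 of the 74 rose and 17 fell at 12 h, and 1 rose and 6 fell at 24 h. Mrps18b fell by 2.21 on the log2 scale (standard error 0.20, adjusted p = 4.96e-05) at 12 h.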

Most of the genes participating in the waves of down-regulation were associated with biosynthetic processes such as transcription, translation and protein synthesis, as well as metabolism. There were even housekeeping genes needed for the maintenance of cellular integrity and metabolism included in these down-regulated clusters. The down-regulation followed a specific time-ordered series of events (Figure 4): transcriptional regulation (early-mid), protein-making machinery and ribosomal processing (mid), translation and metabolic processes (mid-late), and transcription, RNA processing and components of organelles (late).

The first set of genes to be down-regulated were those found in cluster 14, which was observed to be down-regulated at the early-mid phase of 6 to 12 hours (Figure 4, early-mid phase). Three annotation groups were identified by DAVID as being significant: zinc fingers (p-value = 0.01), zinc or cation binding (p-value = 0.04), and nuclear localization (p-value = 0.02). This observation suggests that many genes in this cluster are involved in transcriptional regulation, including *Zfp472 *[73], *Zdhhc14 *[74], *Zfyve21 *and *Statip1*, an activator of transcription. 

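At 12 h the zinc finger gene Zfp472 had a log2 fold change of -0.83 (standard error 0.21, adjusted p = 0.0167) (n = 2 experiments), Zdhhc14, a palmitoyltransferase, -1.48 (standard error 0.19, adjusted p = 0.000483), Zfyve21, which binds lipids, -1.52 (standard error 0.22, adjusted p = 0.000804), and Elp2, an Elongator subunit that the paper names Statip1, -1.54 (standard error 0.37, adjusted p = 0.0123). Elp2 was at -0.59 (standard error 0.37, adjusted p = 0.273) at 24 h, where it did not pass. Zfp472 at 12 h (adjusted p = 0.068) did not pass without the replicate block. Zfp472 at 12 h (-0.97 to -0.70) did not pass without either 0 or 12 h array; Elp2 at 12 h (-1.65 to -1.02) without the 12 h array of experiment 1 or either 0 h array (in brackets, the log2 fold change without each array).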

Clearly, transcriptional programming is important in this early-mid phase of DC maturation. Analysis of the temporal program of DC maturation identifies some genes involved in transcription that are down-regulated and others that are up-regulated (see Cluster 3) at this early-mid phase. It is likely that this transcriptional regulation sets the stage for the subsequent maturation process.

Many more clusters and genes were down-regulated during the subsequent phases, mid, mid-late, and late, of the DC maturation process (Figure 4). 

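Among genes that charge tRNA, Yars2 had a log2 fold change at 12 h of -1.78 (standard error 0.27, adjusted p = 0.00111), Nars2 -2.32 (standard error 0.26, adjusted p = 0.000206), and Vars, which the paper names Vars2, -3.47 (standard error 0.37, adjusted p = 0.000146) (n = 2 experiments). Qrsl1, which makes glutaminyl-tRNA in mitochondria, had -2.15 (standard error 0.22, adjusted p = 0.00013). The cytosolic ribosomal proteins did not fall as a group at 12 h (median -0.11, camera adjusted p = 0.969), but did with all arrays quantile normalized (median -0.43, camera adjusted p = 6.68e-05). Of 42 tested, 0 rose and 3 fell, or 0 and 1 adjusted over the list alone, at 12 h and 0 rose and 4 fell, or 0 and 3 adjusted over the list alone, at 24 h. At 24 h their median log2 ratio was -0.72 in experiment 1 and 0.36 in experiment 2, and the list fell without the 24 h array of experiment 2 (adjusted p = 3.17e-09) but rose without that of experiment 1 (adjusted p = 0.000223). For Rps3, the probe set in the tables of the paper had -2.27 (standard error 0.26, adjusted p = 0.000206) at 12 h, while another had -0.13 (standard error 0.18, adjusted p = 0.65) and did not pass.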

In the mid-phase, which shows down-regulation of protein-making machinery and ribosomal processing, clusters 2, 7, 8, 12, 16, 19, 31, and 35 contain a number of known genes, including tRNA synthetases and ribosomal proteins (*Yars2*, *Nars2*, *Qrsl1*, *Rps3 *in cluster 2, and *Vars2 *in cluster 8).

DAVID analysis of the mid-late stage shows focus on translation and metabolic machinery. These genes include eukaryotic translation initiation factor 3, subunit 1 alpha (*Eif3s1*) in cluster 24. Additionally, several carbohydrate metabolism genes are down-regulated: ADP-dependent glucokinase (*Adpgk*) in cluster 9 and chondroitin synthase 1 (*Chsy1*) in cluster 17.

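The probe set that the paper names Eif3s1, paired with more than 1 gene, had a log2 fold change of -2.01 (standard error 0.16, adjusted p = 2.26e-05) at 12 h and -1.24 (standard error 0.16, adjusted p = 0.000515) at 24 h (n = 2 experiments).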

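Adpgk, a glucokinase that uses ADP, had a log2 fold change of -1.24 (standard error 0.33, adjusted p = 0.0191) at 24 h, and Chsy1, which makes chondroitin, -2.48 (standard error 0.28, adjusted p = 0.000203) (n = 2 experiments). Adpgk at 24 h (adjusted p = 0.175) did not pass without the replicate block. Adpgk at 24 h (-0.99 to -0.97) did not pass without the 0 or 24 h array of experiment 2 (in brackets, the log2 fold change without each array).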

Late stage down-regulated genes are significantly annotated with functions related to transcription, RNA processing, pro-survival genes, and components of cellular organelles. A few interferon-related genes are down regulated at this stage: interferon, alpha-inducible protein 27 (*Ifi27*), interleukin 1 beta (*Il1b*), and interferon induced transmembrane protein 3 (*Ifitm3*). Additionally, in this late phase, we observed down-regulation of pro-survival genes, suggesting that apoptosis might be a next stage event (Figure 4, late phase). 

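At 24 h Ifitm3, a restriction factor against virus entry, had a log2 fold change of 2.76 (standard error 0.16, adjusted p = 1.98e-06) and Il1b -0.99 (standard error 0.33, adjusted p = 0.0479) (n = 2 experiments). The probe set in cluster 5 that the paper names Ifi27 is now annotated as Ifi27l2a and had 3.94 (standard error 0.34, adjusted p = 3.85e-05), while the probe sets of Ifi27 had -1.16 (standard error 0.20, adjusted p = 0.0026) and -0.93 (standard error 0.30, adjusted p = 0.0461). Il1b at 24 h (adjusted p = 0.106), the Ifi27 probe set with -1.16 at 24 h (adjusted p = 0.231) and the Ifi27 probe set with -0.93 at 24 h (adjusted p = 0.312) did not pass without the replicate block. Il1b at 24 h (-1.10 to -0.43) did not pass without the 24 h array of experiment 1 or either 0, 1, 3 or 6 h array; the Ifi27 probe set with -0.93 at 24 h (-1.15 to -0.31) without the 24 h array of experiment 1 or either 0, 1, 3, 6 or 12 h array (in brackets, the log2 fold change without each array).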

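Of 17 pro-survival genes tested, in a list drawn up here and not the late clusters of the paper, 5 rose and 1 fell, or 5 and 1 adjusted over the list alone, at 12 h and 3 rose and 2 fell, or 3 and 3 adjusted over the list alone, at 24 h. At 12 h their median was -0.04, their mean 0.26 and the direction of the test up (camera adjusted p = 0.0457, adjusted p = 0.21 with an estimated correlation). At 24 h the median was 0.02 and the mean -0.04, with the test up (camera adjusted p = 0.549). At 12 h Cflar had a log2 fold change of 2.53 (standard error 0.17, adjusted p = 6.3e-06) with the probe set of the list, and Birc3, an inhibitor of apoptosis, 1.18 (standard error 0.22, adjusted p = 0.00321) (n = 2 experiments).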

In general, the down-regulation of this large number of genes across the entire DC maturation process has not been widely reported and paves the way for analysis of the complete transcriptional regulatory network, both up- and down-regulation, for DC maturation.

## Conclusions

The overall goal of this work was to identify the reproducible dynamic features of the DC maturation process induced by poly(I:C) over a period of 24 hours. The integration of replicate data sets into the feature selection filter and consensus clustering analysis identifies genes and gene clusters that show a high level of consistency across replicate experiments. Using one filtering strategy without the other may have its advantages; however, using both together, as done here, allows us to have confidence that the resulting data and biological conclusions are consistent in both scale and pattern across the temporal profile and, thus, represent consistent features of the DC maturation process.

Known and novel biological features were observed from applying this novel filtering strategy. The gene expression patterns observed over the 24 hour time course included many of the expected profiles such as up-regulation in immune response genes. The data also revealed several novel genes that have not been previously associated with the process of DC maturation. We were surprised to find that the down-regulated transcriptional program contained the majority of gene expression patterns and emerged as the dominant feature of the DC maturation process. This program included many genes involved in protein synthesis, metabolism, and housekeeping genes needed for maintenance of cellular integrity and metabolism. The temporal dynamics of these important processes indicate that DC are preparing for cell death.

Our long term objective is to understand the molecular mechanisms underlying the temporal process of DC maturation. Using this global analysis of DC maturation as a guide for future research we can now begin to delve deeper into the finer details of the transcriptional programs that are consistently part of DC maturation induced by poly(I:C), and to compare those programs to those induced by other biological perturbants that stimulate DC maturation. The feature selection method developed here is not limited to DC maturation, time course experiments, or microarray data. The main ideas behind this method can be adapted to other large scale data sets, particularly those which include replicates, to identify consistent features of other biological systems. Consensus clustering can also be used to cluster multiple condition experiments, such as tissue comparisons, which would aid in the identification of groups of genes that consistently respond together in all conditions. Obtaining reproducible results is an important aspect of biological research, and has been the driving force behind the development of the filtering strategy presented here. The results obtained from the application of these methods are the first steps toward understanding the interlaced transcriptional programs that are consistently part of the DC maturation process.

## Methods

### Generation of DC

Bone marrow was harvested from the femurs and tibias of 3-4 month old female C57BL/6 mice (the bone marrow of one mouse was used to initiate the cell culture and generate all of the DC for one experimental replicate). Following lysis of red blood cells, cells were cultured in 20 ng/ml GM-CSF (Biosource) for 6 days [75]. At this point, the cells were typically 85% CD11c+ or higher and had low levels of expression of the DC maturation markers, CD80, CD86, CD40, and MHC class II. To select for only DC, they were purified by CD11c positive selection using the Miltenyi system, according to manufacturer's instructions (Miltenyi). Following purification, the cells were over 97% CD11c+.

### Time course of DC maturation induced by poly(I:C)

Day 6 DC were plated in 6 well plates (1 × 10^7^/well in 5 ml) and treated with 20 μg/ml poly(I:C) (InvivoGen). Following 1, 3, 6, 12, or 24 hours of treatment, the cells were treated with RNAlater (Ambion). RNA was then isolated using the RNAqueous kit (Ambion) according to manufacturer's instructions. Microarray hybridization and preliminary analysis (normalization) was performed by the Wake Forest University microarray core facility using Affymetrix Mouse 430 2.0 oligonucleotide chips.

### Replicate Experiments

Two biological replicate experiments were performed several months apart where each adhered to the above described methods. Microarray hybridization and data normalization was performed independently on each replicate experiment by the array facility; these replicate experiments are referred to as experiments 1 and 2 where experiment 1 was performed first followed by experiment 2.

### Data Pre-processing

All experimental data was normalized according to Affymetrix QC software [76] using MAS5.0 [77] and the standard GCOS settings by the Wake Forest University microarray core facility. Reported data included the change p-value and signal log_2 _ratio (SLR) for each gene. The change p-value was calculated using Wilcoxon's Signed Rank test, a non-parametric alternative to the standard student's t-test [76,78]. A Change (or comparative) call is made based on user defined cut-offs of change p-value, indicating a change in transcript level between a control array and an experiment array, while not necessarily indicating a statistically significant change in expression level. The SLR was calculated using the one-step Tukey's biweight method [76,79] and is a measure of the magnitude and direction of change for each gene on an array compared to the baseline array (control/time zero). The SLR is the fold change on a log_2 _scale [76]; both of these measures of gene expression are used throughout this report.

### Identification of significant differentially expressed genes

Identification of significant differentially expressed genes was performed on each replicate experiment independently, and was carried out in two stages, as outlined in Figure 1A: Step 1. A gene was determined to have a detectible change in transcript level (step 1a) if, at any one time point, the change p-value met the Affymetrix recommended p-value cutoffs of >= 0.998 or <= 0.002 [76], which represents a detectible decrease or increase from the baseline array (time zero), respectively. Additionally, a gene was determined to have significant differential expression (step 1b) if the absolute value of the SLR was >= 1.0 (equivalent to a 2-fold change up or down) at the same time point identified in step 1a. This 2-fold change was chosen based on the current literature standard for differential expression and the knowledge that the MAS5.0 algorithm has been shown to introduce noise into the data when gene expression is low [80-82]. Other normalization methods, such as RMA, have been shown to be more reliable in detecting low gene expression [81]; however, our feature selection method should compensate for this effect by requiring consistency in replicate data and filtering out the noisy data. A more stringent cutoff with an absolute SLR value >= 2.0 (equivalent to a 4-fold change up or down) was also applied to obtain a more focused view of the genes that were highly affected during DC maturation induced by poly(I:C).

### Identification of consistently expressed genes

The identification of consistently expressed genes was carried out in three stages as outlined in Figure 1A: Step 2. A common list of significant differentially expressed genes above detection threshold (obtained from Step 1) was identified in step 2a by taking the intersection of the two independently filtered lists (one from each replicate experiment) at each fold change filtering level. The application of step 2a reduced the four gene lists from Step 1 to two lists that were common to both experiments: one list for the 2-fold filtered and one for the 4-fold filtered data.

Prior to performing steps 2b and 2c on individual gene profiles, Pearson's correlation coefficient (PCC) was calculated between each replicate array using the common gene lists obtained in step 2a for each time point. This was done to ensure that one time point (1, 3, 6, 12 or 24 hours) did not exhibit a large variation between experiments, because subsequent calculations would otherwise be affected along with the consensus clustering analysis (see Additional file 8 for more details). Thus, any time point that did not return a large positive correlation (greater than 0.5) between replicate arrays was excluded from further calculations. The results from this analysis found that the PCC scores for all but the 1 hour arrays were greater than 0.80, indicating reasonable consistency between experiments. The correlation for the 1 hour array, however, was less than 0.40 which indicated poor consistency between experiments; thus this time point was not used in subsequent analysis steps.

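Across the 6042 probe sets common to both experiments at the 2-fold level, the Pearson correlation between the log2 ratios of experiments 1 and 2 was 0.13 at 1 h, 0.62 at 3 h, 0.78 at 6 h, 0.85 at 12 h and 0.76 at 24 h. Across the 980 common probe sets at the 4-fold level it was 0.41, 0.86, 0.92, 0.94 and 0.90. Probe sets are not independent replicates, and both lists were chosen for changes between 3 and 24 h. Across all 22519 probe sets tested, which were not chosen for a change, the correlation was 0.06 at 1 h, 0.54 at 3 h, 0.69 at 6 h, 0.76 at 12 h and 0.61 at 24 h. The standard deviation of the difference between the experiments was 0.56 at 1 h, 0.52 at 3 h, 0.59 at 6 h, 0.69 at 12 h and 0.91 at 24 h on the log2 scale. The spread between experiments was thus no larger at 1 h than at the later times apart from 3 h.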

Next, steps 2b and 2c were executed by calculating Euclidean distance (ED) and PCC, respectively, for all genes in the two lists obtained from step 2a using the expression profiles from each replicate experiment, where each expression profile consisted of the 3, 6, 12 and 24 hour time points. A gene was considered to have consistently responded to stimuli if the ED between replicate profiles was <= 1.4 (0.0 indicates identity), and the PCC between replicate profiles was >= 0.76 (1.0 indicates identity). Cutoff criteria were determined by calculating the average ED and PCC score for each of the lists of genes obtained from step 2a; thus there were two ED averages and two PCC averages. The most stringent individual cutoff values for ED and PCC were chosen as the consistency filtering criteria for both lists of genes.

ED and PCC are the most influential criteria in this method and could actually be done before filtering for differential expression, resulting in similar gene lists. Here, differential expression filtering was done first to reduce the amount of noise introduced by large numbers of low gene expression so a more accurate threshold for the ED and PCC criteria could be obtained for this data set. Relaxing the PCC and/or ED criteria would introduce genes that were not as consistent across replicates. This in turn would affect the consensus clustering phase.

### Clustering Analysis

Clustering analysis was performed in two stages as outlined in Figure 1A: Step 3 on the gene lists obtained from the feature selection phase. The FOM algorithm (step 3a) was implemented in MATLAB (The MathWorks, Inc.) following the specifications described in Yeung *et al *[43]. An in-house MATLAB program was developed to compare the clustering solutions of MATLAB's k-means and hierarchical agglomerative clustering (HAC) algorithms using the FOM. Briefly, the program clusters the input data using k-means and HAC into a user-specified number of clusters to generate a clustering solution for each algorithm. The FOM score is then calculated for the clustering solutions generated by both algorithms. This process is repeated for a range of increasing cluster numbers, and then the FOM score for each repetition is saved to a file and plotted. The optimal clustering algorithm and the ideal number of clusters are then determined using the set of calculated FOM scores for both clustering algorithms. Euclidean distance was chosen as the similarity measure as the FOM calculation is implicitly biased toward ED, thus would produce inaccurate results if used with any other measure [42]. The analysis was run using the following series of cluster numbers: 2, 4, 6, 8, 10, 12, 14, 16, 18, 20, 22, 24, 26, 28 and 30. The clustering algorithm that yielded the lowest average FOM score over the entire analysis was considered to be optimal [42,83].

After identifying the optimal clustering algorithm, the FOM scores were used to identify the ideal number of clusters for each data set [83]. An in-house algorithm was implemented to calculate the number of clusters where the FOM score is not significantly improved. Briefly, this algorithm calculates the difference in the FOM score for each cluster number range. This was done for all cluster number ranges and the standard deviation of these differences was calculated. The cluster number range that had the smallest difference which was greater than or equal to one standard deviation was chosen as the optimal range for the ideal number of clusters. The maximum value within the optimal range was chosen as the number of clusters into which to break each data set.

The analysis results from step 3a were used as input parameters for the consensus clustering in step 3b. The generation of consensus clusters is performed in three sub-steps: i) all experiment data for one of the gene lists obtained in Step 2 is independently clustered repeatedly to obtain *x *number of clustering solutions each containing *y *clusters (where *y *is the optimal number of clusters determined by FOM); ii) a consensus of all *x *clustering solution is taken to identify genes that are consistently clustered together to form robust (consensus) clusters; iii) a heat map of each consensus cluster is generated using the Clustergram function provided by MATLAB's Bioinformatics Toolbox. This process is then repeated for each gene list obtained in Step 2.

Each replicate data set was clustered 5 times using the k-means algorithm with ED as the similarity measure (10 clustering solutions for each gene list). Choosing a larger or smaller number of k-mean repetitions would have noticeable effects on the resultant clusters. Less repetition would produce fewer consensus clusters with more genes per cluster on average. Likewise, more repetitions would produce more clusters that were smaller in size on average, including a larger number of singleton clusters (data not shown). Based on the familiarity with the data and several trial runs with differing numbers of k-mean repetitions, the number of repetitions was chosen to produce medium sized, stable clusters for analysis.

These clustering solutions were input into an in-house MATLAB program designed to identify all consensus clusters. This program follows a similar algorithm to Monti *et al *[32] and Swift *et al *[33] with minor differences. Briefly, each of the *n *genes in the input data set were paired with every other gene in that data set which created an *n *× *n *matrix using the gene IDs as the row and column labels. The algorithm examined each of the *x *clustering solutions one at a time; every time a pair of genes was found in the same cluster a count for that gene pair was incremented by one in the corresponding matrix location. If a pair of genes was found in the same cluster in all *x *clustering solutions, then the count for that pair was equal to *x*, otherwise the count was less than *x*. Consensus clusters were extracted by examining each gene, *r*, in the data set. A group of genes *c *that was found in the same cluster as gene *r *for all clustering solutions was identified as a consensus cluster.

After the consensus clusters were identified, MATLAB's Clustergram function was used to generate heat maps for visualization. This function hierarchically clustered each consensus cluster, using ED as the similarity measure, to organize the genes according to greatest similarity in expression level.

It is worth mentioning that the resultant consensus clusters can potentially be affected by the normalization method chosen during the pre-processing stage of analysis. It has been shown that normalization methods such as RMA and GCRMA, while able to detect lower expression changes more reliably [80-82], add a significant number of correlative artifacts to the data [84]. This would affect the consensus clustering where genes would appear to cluster more robustly than they would otherwise. Thus, it is important to consider which normalization procedure to use depending on the type of subsequent analyses that are going to be performed.

### DAVID Analysis

The functional annotation clustering tool provided by DAVID [52,85,86] was used to analyze a subset of the 2-fold consensus clusters. This subset was chosen to be the largest 42 consensus clusters (those with 10 genes or more; the top 76% of genes) for the 2-fold filtered gene list. This cluster size cutoff was chosen because any cluster smaller than 10 genes returned few (if any) significant results from DAVID. The list of Affymetrix IDs for each consensus cluster was input into DAVID as separate lists. For each cluster list the background data set was chosen to be the Affymetrix Mouse430_2 chip, and only those genes associated with *Mus musculus *were selected for analysis by DAVID. The Gene Ontology (GO) search terms were changed from the default of ALL to levels 3, 4 and 5 for the biological process, cellular component and molecular function. The terms associated with each cluster's list of genes were then clustered using the functional annotation clustering tool with the classification stringency set to the default high setting. Functional groups that had an enrichment score greater than 1.3 (p-value of 0.05 or less) were considered significant and analyzed further.

## Abbreviations

ED: Euclidean distance; PCC: Pearson's correlation coefficient; DC: dendritic cells; BMDC: bone marrow-derived dendritic cells; FOM: figure of merit; SLR: signal log ratio; HAC: hierarchical agglomerative clustering; GO: Gene Ontology.

## Authors' contributions

JSF and EMH conceived of the analysis. EMH performed the microarray experiments and provided expert input into biological interpretation of results. ALO created the analysis (including scripts and programs) described in this manuscript and performed all analyses on the experimental data. JSF worked closely with ALO to provide feedback at all stages of development of the filtering strategy and to outline the manuscript. XL contributed expertise to the statistical portions of this manuscript. ALO drafted the first version of the manuscript and all authors were involved in significant editing and re-writing of the manuscript. All authors read and approved the final manuscript prior to submission.

## Supplementary Material

Additional file 1 **ED and PCC filtering example**. Examples of why both ED and PCC criteria are important to identifying consistent gene expression profiles. Click here for file

Additional file 2 **Average expression profile example**. Demonstration of how the average expression profile does not always represent either of the original profiles. Click here for file

Additional file 3 **Consensus clusters exhibit different expression patterns in each replicate**. Figure showing one consensus cluster that has a slightly different expression pattern in replicate experiments, and an explanation of the potential this has for the proposed method. Click here for file

Additional file 4 **Supplementary tables 1 and 2**. MS Excel workbook containing 2 tables of SLR expression values and cluster assignments for the 2-fold and 4-fold consensus clusters discussed in this manuscript. Click here for file

Additional file 5 **Flow cytometry results**. Bone marrow-derived DC up regulate cell surface CD86 in response to treatment with poly(I:C). Click here for file

Additional file 6 **Validation of microarray data**. Correlation coefficients and scatter plots generated by comparing microarray data from this study to a similar study done by Amit *et al*. Click here for file

Additional file 7 **Annotation comparison to published results**. Summary of a DAVID annotation analysis to compare annotation terms present in each temporal phase of response in the 4-fold filtered data set to those common response genes reported in Huang *et al*. Click here for file

Additional file 8 **Justification for removing the 1 hour time point**. Discussion of a parallel analysis done using the 1 hour time point for filtering and consensus clustering, and the impact it had on the results. Click here for file

## References

[B1] WilkesTLauxHFoyCAMicroarray data quality-review of current developmentsOmics20071111310.1089/omi.2006.000117411392

[B2] DopazoJZandersEDragoniIAmphlettGFalcianiFMethods and approaches in the analysis of gene expression dataJ Immunol Methods20012509311210.1016/S0022-1759(01)00307-611251224

[B3] BanchereauJSteinmanRMDendritic cells and the control of immunityNature19983922455210.1038/325889521319

[B4] GuermonprezPValladeauJZitvogelLTheryCAmigorenaSAntigen presentation and T cell stimulation by dendritic cellsAnnu Rev Immunol2002206216710.1146/annurev.immunol.20.100301.06482811861614

[B5] HuangQLiuDMajewskiPSchulteLCKornJMYoungRALanderESHacohenNThe plasticity of dendritic cell responses to pathogens and their componentsScience2001294870510.1126/science.294.5543.87011679675

[B6] SteinmanRMPackMInabaKDendritic cell development and maturationAdv Exp Med Biol199741716928632910.1007/978-1-4757-9966-8_1

[B7] TrombettaESEbersoldMGarrettWPypaertMMellmanIActivation of lysosomal function during dendritic cell maturationScience20032991400310.1126/science.108010612610307

[B8] TurleySJInabaKGarrettWSEbersoldMUnternaehrerJSteinmanRMMellmanITransport of peptide-MHC class II complexes in developing dendritic cellsScience2000288522710.1126/science.288.5465.52210775112

[B9] PierrePShacharIMatzaDGattiEFlavellRAMellmanIInvariant chain controls H2-M proteolysis in mouse splenocytes and dendritic cellsJ Exp Med200019110576210.1084/jem.191.6.105710727467PMC2193111

[B10] DelamarreLPackMChangHMellmanITrombettaESDifferential lysosomal proteolysis in antigen-presenting cells determines antigen fateScience20053071630410.1126/science.110800315761154

[B11] ChowAToomreDGarrettWMellmanIDendritic cell maturation triggers retrograde MHC class II transport from lysosomes to the plasma membraneNature20024189889410.1038/nature0100612198549

[B12] GarrettWSChenLMKroschewskiREbersoldMTurleySTrombettaSGalanJEMellmanIDevelopmental control of endocytosis in dendritic cells by Cdc42Cell20001023253410.1016/S0092-8674(00)00038-610975523

[B13] RescignoMMartinoMSutherlandCLGoldMRRicciardi-CastagnoliPDendritic cell survival and maturation are regulated by different signaling pathwaysJ Exp Med199818821758010.1084/jem.188.11.21759841930PMC2212396

[B14] BerthoNBlancheteauVMSetterbladNLaupezeBLordJMDrenouBAmiotLCharronDJFauchetRMooneyNMHC class II-mediated apoptosis of mature dendritic cells proceeds by activation of the protein kinase C-delta isoenzymeInt Immunol2002149354210.1093/intimm/dxf05812147630

[B15] KimJHChenJMajumderNLinHFaloLDJrYouZ'Survival gene' Bcl-xl potentiates DNA-raised antitumor immunityGene Ther20051215172510.1038/sj.gt.330258416052205

[B16] SeveraMRemoliMEGiacominiERagimbeauJLandeRUzeGPellegriniSCocciaEMDifferential responsiveness to IFN-alpha and IFN-beta of human mature DC through modulation of IFNAR expressionJ Leukoc Biol20067912869410.1189/jlb.120574216624932

[B17] GranucciFVizzardelliCPavelkaNFeauSPersicoMVirziERescignoMMoroGRicciardi-CastagnoliPInducible IL-2 production by dendritic cells revealed by global gene expression analysisNat Immunol20012882810.1038/ni0901-88211526406

[B18] McIlroyDTanguy-RoyerSLe MeurNGuisleIRoyerPJLegerJMeflahKGregoireMProfiling dendritic cell maturation with dedicated microarraysJ Leukoc Biol20057879480310.1189/jlb.010502915961579

[B19] SchoetersENuijtenJMVan Den HeuvelRLNelissenIWittersHSchoetersGEVan TendelooVFBernemanZNVerheyenGRGene expression signatures in CD34+-progenitor-derived dendritic cells exposed to the chemical contact allergen nickel sulfateToxicol Appl Pharmacol20062161314910.1016/j.taap.2006.04.00916780908

[B20] VizzardelliCPavelkaNLuchiniAZanoniIBendicksonLPelizzolaMBerettaOFotiMGranucciFNilsen-HamiltonMEffects of dexamethazone on LPS-induced activationand migration of mouse dendritic cells revealed by a genome-wide transcriptional analysisEur J Immunol20063615041510.1002/eji.20053548816708398

[B21] ZillioxMJParmigianiGGriffinDEGene expression patterns in dendritic cells infected with measles virus compared with other pathogensProc Natl Acad Sci USA20061033363810.1073/pnas.051134510316492729PMC1413941

[B22] CoombesKRHighsmithWEKrogmannTABaggerlyKAStiversDNAbruzzoLVIdentifying and quantifying sources of variation in microarray data using high-density cDNA membrane arraysJ Comput Biol200296556910.1089/10665270276027737212323099

[B23] KerrMKMartinMChurchillGAAnalysis of variance for gene expression microarray dataJ Comput Biol200078193710.1089/1066527005051495411382364

[B24] WuBDifferential gene expression detection using penalized linear regression models: the improved SAM statisticsBioinformatics20052115657110.1093/bioinformatics/bti21715598833

[B25] TusherVGTibshiraniRChuGSignificance analysis of microarrays applied to the ionizing radiation responseProc Natl Acad Sci USA20019851162110.1073/pnas.09106249811309499PMC33173

[B26] JefferyIBHigginsDGCulhaneACComparison and evaluation of methods for generating differentially expressed gene lists from microarray dataBMC Bioinformatics2006735910.1186/1471-2105-7-35916872483PMC1544358

[B27] LiangYTayoBCaiXKelemenADifferential and trajectory methods for time course gene expression dataBioinformatics20052130091610.1093/bioinformatics/bti46515886280PMC2574001

[B28] DraghiciSKulaevaOHoffBPetrovAShamsSTainskyMANoise sampling method: an ANOVA approach allowing robust selection of differentially regulated genes measured by DNA microarraysBioinformatics20031913485910.1093/bioinformatics/btg16512874046

[B29] JiangDTangCZhangACluster Analysis for Gene Expression Data: A SurveyIEEE Transactions on Knowledge and Data Engineering2004161370138610.1109/TKDE.2004.68

[B30] EisenMBSpellmanPTBrownPOBotsteinDCluster analysis and display of genome-wide expression patternsProc Natl Acad Sci USA19989514863810.1073/pnas.95.25.148639843981PMC24541

[B31] TavazoieSHughesJDCampbellMJChoRJChurchGMSystematic determination of genetic network architectureNat Genet199922281510.1038/1034310391217

[B32] MontiSTamayoPMesirovJGolubTConsensus Clustering: A resampling-based method for class discovery and visualization of gene expression microarray dataMachine Learning2003529111810.1023/A:1023949509487

[B33] SwiftSTuckerAVinciottiVMartinNOrengoCLiuXKellamPConsensus clustering and functional interpretation of gene-expression dataGenome Biol20045R9410.1186/gb-2004-5-11-r9415535870PMC545785

[B34] YeungKYMedvedovicMBumgarnerREClustering gene-expression data with repeated measurementsGenome Biol20034R3410.1186/gb-2003-4-5-r3412734014PMC156590

[B35] KimJKimJHDifference-based clustering of short time-course microarray data with replicatesBMC Bioinformatics2007825310.1186/1471-2105-8-25317629922PMC1952071

[B36] TjadenBAn approach for clustering gene expression data with error informationBMC Bioinformatics200671710.1186/1471-2105-7-1716409635PMC1360687

[B37] YaoJChangCSalmiMLHungYSLoraineARouxSJGenome-scale cluster analysis of replicated microarrays using shrinkage correlation coefficientBMC Bioinformatics2008928810.1186/1471-2105-9-28818564431PMC2459189

[B38] LuanYLiHClustering of time-course gene expression data using a mixed-effects model with B-splinesBioinformatics2003194748210.1093/bioinformatics/btg01412611802

[B39] MaPCastillo-DavisCIZhongWLiuJSA data-driven clustering method for time course gene expression dataNucleic Acids Res2006341261910.1093/nar/gkl01316510852PMC1388097

[B40] StoreyJDXiaoWLeekJTTompkinsRGDavisRWSignificance analysis of time course microarray experimentsProc Natl Acad Sci USA2005102128374210.1073/pnas.050460910216141318PMC1201697

[B41] KungCKenskiDMDickersonSHHowsonRWKuyperLFMadhaniHDShokatKMChemical genomic profiling to identify intracellular targets of a multiplex kinase inhibitorProc Natl Acad Sci USA200510235879210.1073/pnas.040717010215738404PMC552777

[B42] OlexALJohnDJHiltboldEMFetrowJSAdditional limitations of the clustering validation method figure of merit45th ACM Southeast Annual Conference2007Winston-Salem, NC238243full_text

[B43] YeungKYHaynorDRRuzzoWLValidating clustering for gene expression dataBioinformatics2001173091810.1093/bioinformatics/17.4.30911301299

[B44] HandlJKnowlesJKellDBComputational cluster validation in post-genomic data analysisBioinformatics20052132011210.1093/bioinformatics/bti51715914541

[B45] GiancarloRScaturroDUtroFComputational cluster validation for microarray data analysis: experimental assessment of Clest, Consensus Clustering, Figure of Merit, Gap Statistics and Model ExplorerBMC Bioinformatics2008946210.1186/1471-2105-9-46218959783PMC2657801

[B46] DudoitSFridlyandJA prediction-based resampling method for estimating the number of clusters in a datasetGenome Biol20023RESEARCH003610.1186/gb-2002-3-7-research003612184810PMC126241

[B47] TibshiraniRWaltherGHastieTEstimating the Number of Clusters in a Dataset via the Gap StatisticsJournal Royal Statistical Society B2001241142310.1111/1467-9868.00293

[B48] Ben-HurAElisseeffAGuyonIA stability based method for discovering structure in clustered dataPac Symp Biocomput200261711928511

[B49] AmitIGarberMChevrierNLeiteAPDonnerYEisenhaureTGuttmanMGrenierJKLiWZukOUnbiased reconstruction of a mammalian transcriptional network mediating pathogen responsesScience20093262576310.1126/science.117905019729616PMC2879337

[B50] HondaKSakaguchiSNakajimaCWatanabeAYanaiHMatsumotoMOhtekiTKaishoTTakaokaAAkiraSSelective contribution of IFN-alpha/beta signaling to the maturation of dendritic cells induced by double-stranded RNA or viral infectionProc Natl Acad Sci USA200310010872710.1073/pnas.193467810012960379PMC196895

[B51] LoreKBettsMRBrenchleyJMKuruppuJKhojastehSPerfettoSRoedererMSederRAKoupRAToll-like receptor ligands modulate dendritic cells to augment cytomegalovirus- and HIV-1-specific T cell responsesJ Immunol2003171432081453035710.4049/jimmunol.171.8.4320

[B52] DennisGJrShermanBTHosackDAYangJGaoWLaneHCLempickiRADAVID: Database for Annotation, Visualization, and Integrated DiscoveryGenome Biol20034P310.1186/gb-2003-4-5-p312734009PMC193660

[B53] SatoMSuemoriHHataNAsagiriMOgasawaraKNakaoKNakayaTKatsukiMNoguchiSTanakaNDistinct and essential roles of transcription factors IRF-3 and IRF-7 in response to viruses for IFN-alpha/beta gene inductionImmunity2000135394810.1016/S1074-7613(00)00053-411070172

[B54] EspertLDegolsGLinYLVincentTBenkiraneMMechtiNInterferon-induced exonuclease ISG20 exhibits an antiviral activity against human immunodeficiency virus type 1J Gen Virol2005862221910.1099/vir.0.81074-016033969

[B55] EspertLDegolsGGongoraCBlondelDWilliamsBRSilvermanRHMechtiNISG20, a new interferon-induced RNase specific for single-stranded RNA, defines an alternative antiviral pathway against RNA genomic virusesJ Biol Chem200327816151810.1074/jbc.M20962820012594219

[B56] BainVGYoshidaEMKaitaKDSwainMGHeathcoteEJGarciaAMoorePAYuRMcHutchisonJGSubramanianGMDynamics of interferon-specific gene expression in peripheral blood of interferon alfa-naive patients with genotype 1 chronic hepatitis C infection treated with albumin-interferon alfaHepatol Res2006352566210.1016/j.hepres.2006.04.00516731032

[B57] SandaCWeitzelPTsukaharaTSchaleyJEdenbergHJStephensMAMcClintickJNBlattLMLiLBrodskyLDifferential gene induction by type I and type II interferons and their combinationJ Interferon Cytokine Res2006264627210.1089/jir.2006.26.46216800785

[B58] MegiovanniAMSanchezFGluckmanJCRosenzwajgMDouble-stranded RNA stimulation or CD40 ligation of monocyte-derived dendritic cells as models to study their activation and maturation processEur Cytokine Netw2004151263415319172

[B59] TakahashiNYamadaTNaritaNFujiedaSDouble-stranded RNA induces production of RANTES and IL-8 by human nasal fibroblastsClin Immunol200611851810.1016/j.clim.2005.09.00116253565

[B60] GeninPAlgarteMRoofPLinRHiscottJRegulation of RANTES chemokine gene expression requires cooperativity between NF-kappa B and IFN-regulatory factor transcription factorsJ Immunol20001645352611079989810.4049/jimmunol.164.10.5352

[B61] BradyGBogganLBowieAO'NeillLASchlafen-1 causes a cell cycle arrest by inhibiting induction of cyclin D1J Biol Chem2005280307233410.1074/jbc.M50043520015946944

[B62] GeserickPKaiserFKlemmUKaufmannSHZerrahnJModulation of T cell development and activation by novel members of the Schlafen (slfn) gene family harbouring an RNA helicase-like motifInt Immunol20041615354810.1093/intimm/dxh15515351786

[B63] SchwarzDAKatayamaCDHedrickSMSchlafen, a new family of growth regulatory genes that affect thymocyte developmentImmunity199896576810.1016/S1074-7613(00)80663-99846487

[B64] HagnerudSMannaPPCellaMStenbergAFrazierWAColonnaMOldenborgPADeficit of CD47 results in a defect of marginal zone dendritic cells, blunted immune response to particulate antigen and impairment of skin dendritic cell migrationJ Immunol2006176577281667028210.4049/jimmunol.176.10.5772

[B65] LatourSTanakaHDemeureCMateoVRubioMBrownEJMaliszewskiCLindbergFPOldenborgAUllrichABidirectional negative regulation of human T and dendritic cells by CD47 and its cognate receptor signal-regulator protein-alpha: down-regulation of IL-12 responsiveness and inhibition of dendritic cell activationJ Immunol20011672547541150959410.4049/jimmunol.167.5.2547

[B66] DemeureCETanakaHMateoVRubioMDelespesseGSarfatiMCD47 engagement inhibits cytokine production and maturation of human dendritic cellsJ Immunol2000164219391065767410.4049/jimmunol.164.4.2193

[B67] GilchristMThorssonVLiBRustAGKorbMRoachJCKennedyKHaiTBolouriHAderemASystems biology approaches identify ATF3 as a negative regulator of Toll-like receptor 4Nature2006441173810.1038/nature0476816688168

[B68] TownsendATrowsdaleJThe transporters associated with antigen presentationSemin Cell Biol19934536110.1006/scel.1993.10078453065

[B69] RuferELeonhardtRMKnittlerMRMolecular architecture of the TAP-associated MHC class I peptide-loading complexJ Immunol20071795717271794764410.4049/jimmunol.179.9.5717

[B70] AkashiMIchiseTMamineTTakumiTMolecular mechanism of cell-autonomous circadian gene expression of Period2, a crucial regulator of the mammalian circadian clockMol Biol Cell2006175556510.1091/mbc.E05-05-039616280364PMC1356568

[B71] YamamotoTNakahataYSomaHAkashiMMamineTTakumiTTranscriptional oscillation of canonical clock genes in mouse peripheral tissuesBMC Mol Biol200451810.1186/1471-2199-5-1815473909PMC535906

[B72] ShigeyoshiYMeyer-BernsteinEYagitaKFuWChenYTakumiTSchotlandPSehgalAOkamuraHRestoration of circadian behavioural rhythms in a period null Drosophila mutant (per01) by mammalian period homologues mPer1 and mPer2Genes Cells200271637110.1046/j.1356-9597.2001.00503.x11895480

[B73] JiangLTangDWangKZhangHYuanCDuanDXiaoXFunctional analysis of a novel KRAB/C2H2 zinc finger protein Mipu1Biochem Biophys Res Commun20073568293510.1016/j.bbrc.2007.02.13817397802

[B74] RinaldiAKweeIPorettiGMensahAPruneriGCapelloDRossiDZuccaEPonzoniMCatapanoCComparative genome-wide profiling of post-transplant lymphoproliferative disorders and diffuse large B-cell lymphomasBr J Haematol2006134273610.1111/j.1365-2141.2006.06114.x16803564

[B75] InabaKInabaMRomaniNAyaHDeguchiMIkeharaSMuramatsuSSteinmanRMGeneration of large numbers of dendritic cells from mouse bone marrow cultures supplemented with granulocyte/macrophage colony-stimulating factorJ Exp Med1992176169370210.1084/jem.176.6.16931460426PMC2119469

[B76] GeneChip Expression Analysis: Data Analysis Fundamentalshttps://www.affymetrix.com/support/downloads/manuals/data_analysis_fundamentals_manual.pdf

[B77] PepperSDSaundersEKEdwardsLEWilsonCLMillerCJThe utility of MAS5 expression summary and detection call algorithmsBMC Bioinformatics2007827310.1186/1471-2105-8-27317663764PMC1950098

[B78] "Wilcoxon Signed Rank Test" From MathWorld -- A Wolfram Web Resourcehttp://mathworld.wolfram.com/WilcoxonSignedRankTest.html

[B79] "Tukey's Biweight" From MathWorld -- A Wolfram Web Resourcehttp://mathworld.wolfram.com/TukeysBiweight.html

[B80] IrizarryRABolstadBMCollinFCopeLMHobbsBSpeedTPSummaries of Affymetrix GeneChip probe level dataNucleic Acids Res200331e1510.1093/nar/gng01512582260PMC150247

[B81] MillenaarFFOkyereJMaySTvan ZantenMVoesenekLAPeetersAJHow to decide? Different methods of calculating gene expression from short oligonucleotide array data will give different resultsBMC Bioinformatics2006713710.1186/1471-2105-7-13716539732PMC1431565

[B82] QinLXBeyerRPHudsonFNLinfordNJMorrisDEKerrKFEvaluation of methods for oligonucleotide array data via quantitative real-time PCRBMC Bioinformatics200672310.1186/1471-2105-7-2316417622PMC1360686

[B83] YeungKYCluster Analysis of Gene Expression DataDissertation2001Seattle, WA: University of Washington

[B84] LimWKWangKLefebvreCCalifanoAComparative analysis of microarray normalization procedures: effects on reverse engineering gene networksBioinformatics200723i282810.1093/bioinformatics/btm20117646307

[B85] Huang daWShermanBTTanQKirJLiuDBryantDGuoYStephensRBaselerMWLaneHCDAVID Bioinformatics Resources: expanded annotation database and novel algorithms to better extract biology from large gene listsNucleic Acids Res200735W1697510.1093/nar/gkm41517576678PMC1933169

[B86] ShermanBTHuang daWTanQGuoYBourSLiuDStephensRBaselerMWLaneHCLempickiRADAVID Knowledgebase: a gene-centered database integrating heterogeneous gene annotation resources to facilitate high-throughput gene functional analysisBMC Bioinformatics2007842610.1186/1471-2105-8-42617980028PMC2186358

# Supplementary material for: Dynamics of dendritic cell maturation are identified through a novel filtering strategy applied to biological time-course microarray replicates
**Source:** BMC Immunol. 2010 Aug 3;11:41. doi: 10.1186/1471-2172-11-41
**Supplement:** Additional file 1 — ED and PCC filtering example. Examples of why both ED and PCC criteria are important to identifying consistent gene expression profiles.

**Additional file 1 - Satisfaction of both ED and PCC criteria returns the most consistent profiles across replicate experiments.**

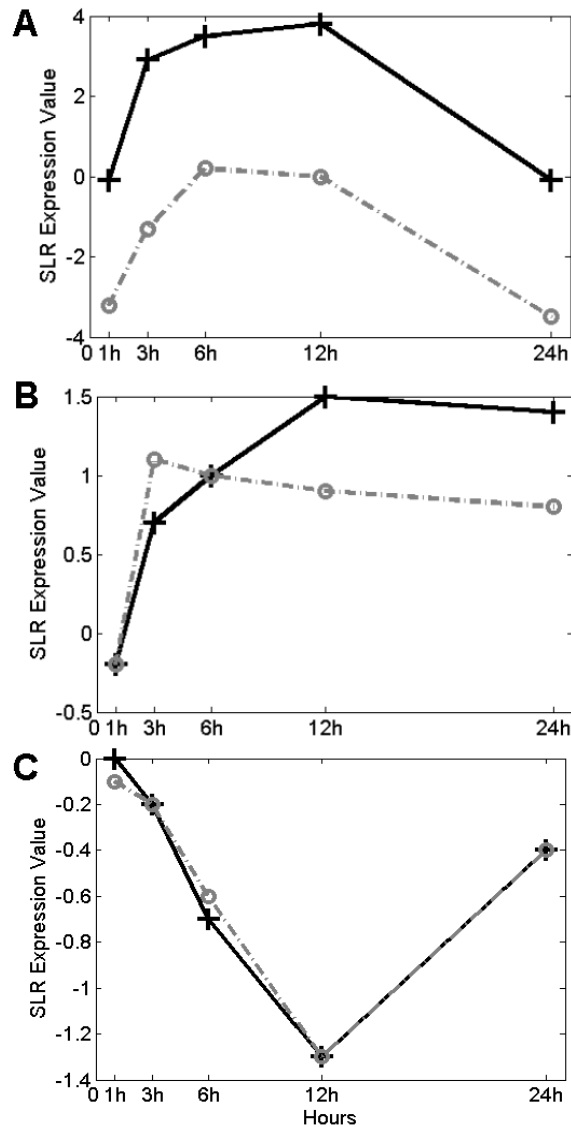

Three probe sets were chosen to demonstrate that both Euclidean distance (ED) and Pearson's correlation coefficient (PCC) are required to identify consistent replicate expression profiles. Replicate profiles with good correlation can still have significant differences in levels of expression (PCC=0.97 and ED=7.4 in Supplementary Figure 1A). The other extreme is that replicate expression profiles can have very similar levels of expression, but exhibit a negative correlation (PCC= -0.91 and ED=0.94 in Supplementary Figure 1B). These examples demonstrate that satisfaction of only the ED or PCC criteria does not guarantee that the levels of expression and profile pattern are the same between experiments. However, replicate profiles exhibiting both similar levels of expression and a strong positive correlation between replicates is an example of an ideal expression profile where both the PCC and ED criteria are met (ED=0.1 and PCC=0.99 in Supplementary Figure 1C). Expression profiles that only satisfied one of the ED and PCC criteria, such as those in (A) and (B), were not included in the final data sets.

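Recomputed from the signal ratios over 3, 6, 12 and 24 h, the first probe set of Additional file 1 had a Euclidean distance between experiments of 3.89 and a Pearson correlation of 0.97. Its log2 ratios at 6 h were 1.90 in experiment 1 and 0.25 in experiment 2. The signal of this probe set at 0 h was 2.0 in experiment 1 and 55.5 in experiment 2, and the annotation pairs it with no gene. Dcakd, which encodes a protein with a dephospho-CoA kinase domain, had a distance of 1.03 and a correlation of -0.64. Anp32b, which encodes a nuclear histone-binding protein, had a distance of 0.48 and a correlation of 0.90, and passed both limits.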

**Supplementary Figure 1: Key - experiment 1, black solid line; experiment 2, gray dashed line. Affymetrix IDs are 1443693\_at (A), 1460205\_at (B) and 1417082\_at (C).**

# Supplementary material for: Dynamics of dendritic cell maturation are identified through a novel filtering strategy applied to biological time-course microarray replicates
**Source:** BMC Immunol. 2010 Aug 3;11:41. doi: 10.1186/1471-2172-11-41
**Supplement:** Additional file 2 — Average expression profile example. Demonstration of how the average expression profile does not always represent either of the original profiles.

**Additional file 2: The average expression profile between replicate experiments does not always accurately represent the original profiles.**

The figure below shows 3 examples of probe sets that had significant change p-values ( $\geq 0.05$ ) for all time points in both replicate experiments, but the average profile looks very different from either of the original profiles. If the filtering process was only based on the change p-value and a fold change of 2.0 ( $\text{SLR} \geq 1.0$  or  $\leq -1.0$ ) then all three of these average profiles would be included in the significant gene list even though the average profile is a poor representation of what actually was measured.

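Pim1, which encodes a serine/threonine kinase, lay above its 0 h signal in both experiments, and the correlation of its profiles over 3, 6, 12 and 24 h was -0.06 with a distance of 0.85. Its log2 ratio at 24 h was 0.92 in experiment 1 and 1.35 in experiment 2. Lipt2, which encodes a lipoyl transferase, lay below its 0 h signal from 3 to 24 h in both experiments, with a log2 ratio of -1.69 at 24 h in experiment 1 and -3.95 in experiment 2 (distance 2.98, correlation 0.38). Rab5c, which encodes a small GTPase of early endosomes, lay above its 0 h signal in both experiments with opposite courses: the log2 ratios at 6 h were 3.04 and 0.59, and the correlation was -0.98 (distance 3.37). The 0 h signal of Rab5c was 310.1 in experiment 1 and 1169.7 in experiment 2.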

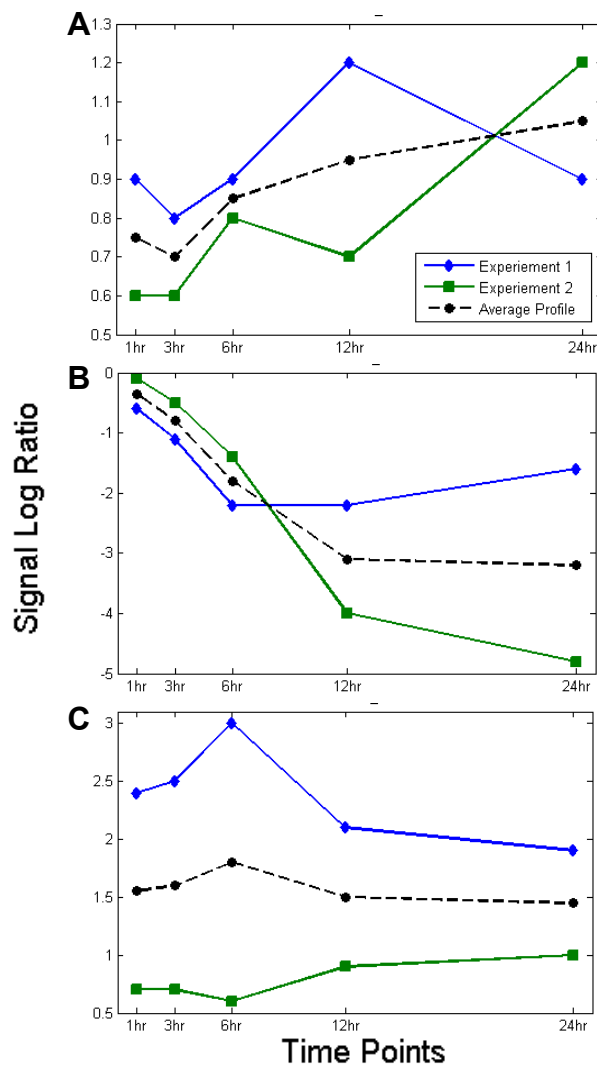

**Supplementary Figure 2: Three examples of average profiles that are not similar to either of the original profiles used in the calculation. Each plot represents the profile data from experiment 1 (blue), experiment 2 (green) and the average (black) for a single probe set. Affymetrix probe sets shown are 1423006\_at (A), 1423357\_at (B) and 1424684\_at (C).**

# Supplementary material for: Dynamics of dendritic cell maturation are identified through a novel filtering strategy applied to biological time-course microarray replicates
**Source:** BMC Immunol. 2010 Aug 3;11:41. doi: 10.1186/1471-2172-11-41
**Supplement:** Additional file 3 — Consensus clusters exhibit different expression patterns in each replicate. Figure showing one consensus cluster that has a slightly different expression pattern in replicate experiments, and an explanation of the potential this has for the proposed method.

**Additional file 3: Clustered genes that exhibit slightly different expression patterns between replicates may have some common regulatory mechanism.**

To illustrate that consensus clustering has the potential to identify groups of genes that respond to stimuli as a group, but have a different response in each biological replicate experiment, we show two heat maps of a single consensus cluster (cluster 19) generated from experiments 1 and 2 (Supplementary Figure 3). These 5 temporal profiles (5 probe sets representing 4 unique genes) are not perfectly consistent across the experiments—an expected result in biological replicate experiments. In experiment 1 (Supplementary Figure 3, left), all 5 probe sets reach a peak repression at 12 hours whereas in experiment 2 (Supplementary Figure 3, right) the peak occurs at 24 hours. This discrepancy may be a result of experimental variation such as inexact timing of stimulation or harvest; however, consensus clustering identifies a strong relationship between these genes because all 5 expression profiles changed together in the second experiment, suggesting that these 4 genes may have some common regulatory motif or mechanism for future investigation.

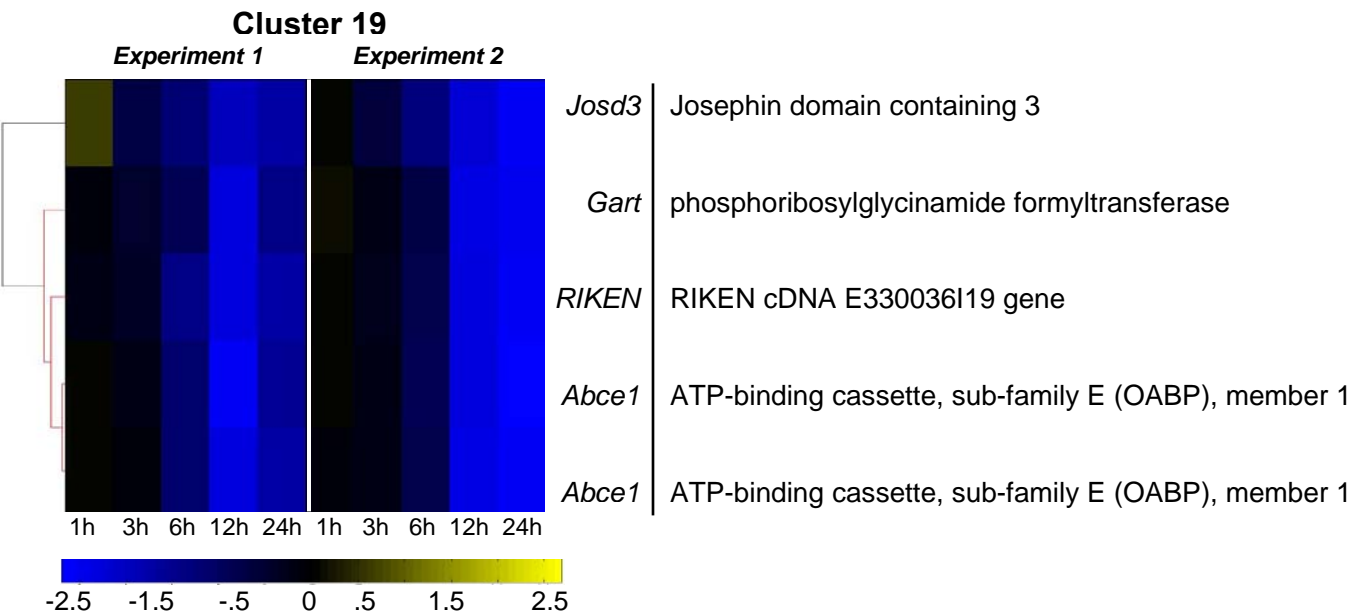

**Supplementary Figure 3: A heat map representation of a consensus cluster containing genes that were expressed differently in replicate experiments, but still formed a robust cluster. The color scale is the SLR of each gene’s expression (blue = down-regulated, yellow = up-regulated).**

# Supplementary material for: Dynamics of dendritic cell maturation are identified through a novel filtering strategy applied to biological time-course microarray replicates
**Source:** BMC Immunol. 2010 Aug 3;11:41. doi: 10.1186/1471-2172-11-41
**Supplement:** Additional file 5 — Flow cytometry results. Bone marrow-derived DC up regulate cell surface CD86 in response to treatment with poly(I:C).

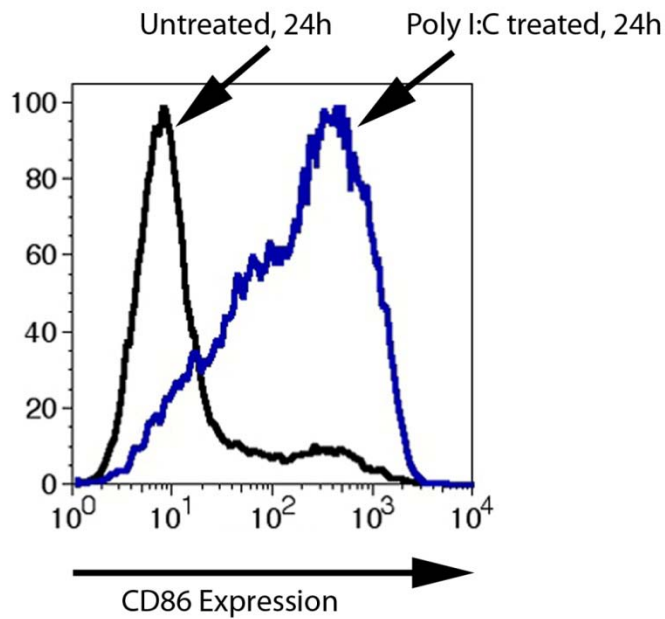

**Additional file 5: BMDC up regulation of cell surface CD86 upon Poly I:C treatment.**

BMDC were treated with Poly(I:C) (2.5 ug/ml) for 24h or left untreated. Cells were harvested and stained with a fluorescently conjugated antibody against CD86 (clone GL1) and analyzed by flow cytometry. The mean fluorescent intensity of the untreated cells (black line) was 13 and the treated cells (blue line) was 158.

# Supplementary material for: Dynamics of dendritic cell maturation are identified through a novel filtering strategy applied to biological time-course microarray replicates
**Source:** BMC Immunol. 2010 Aug 3;11:41. doi: 10.1186/1471-2172-11-41
**Supplement:** Additional file 6 — Validation of microarray data. Correlation coefficients and scatter plots generated by comparing microarray data from this study to a similar study done by Amit et al.

## Additional file 6: Microarray data is positively correlated with previously published data.

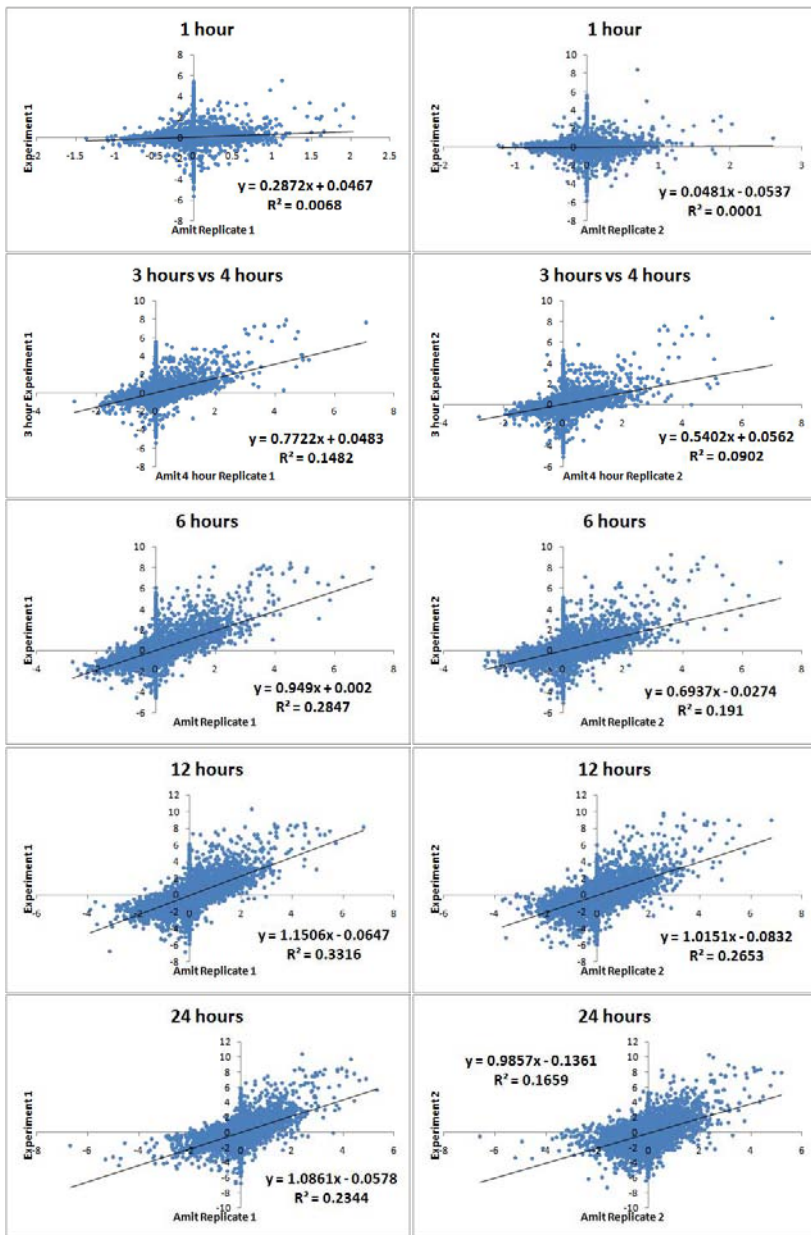

Comparison of microarray data was made to a similar experiment published by Amit *et al* where BMDC were stimulated with poly(I:C) for 0.5, 1, 2, 4, 6, 8, 12, 16 and 24 hours followed by RNA hybridization to an Affymetrix Mouse 430A 2.0 array. The applicable time points of 1, 4, 6, 12 and 24 hours from Amit *et al* were used in this comparison, where the 4 hour time point is compared to the 3 hour time point in this study as it displayed the most similar average gene expression values versus the 2 hour time point (data not shown). For each time point, all data reported by Amit *et al* (18858 probe sets) (x-axis) was plotted against the corresponding data from this study (y-axis). The scatter plots indicate that, except for 1 hour, all time points are positively correlated in both replicates (replicate data from this study was randomly paired with that of Amit *et al* for the scatter plots). Supplementary Table 3 below shows the array correlation coefficients between all replicates for all 18858 probe sets, and Supplementary Table 4 shows the improved correlations when using the sub-set of genes present in the 2-fold filtered data set (1,641 out of 2,142 were present in the Amit *et al* data).

**Supplementary Table 3: Array correlation coefficients between each time point for Amit *et al* replicates (R) and experiments 1 and 2 from this study (E) for all 18,858 probe sets reported by Amit *et al*.**

|         | <i>R1 vs E1</i> | <i>R1 vs E2</i> | <i>R2 vs E1</i> | <i>R2 vs E2</i> |
|---------|-----------------|-----------------|-----------------|-----------------|
| 1 hr    | 0.08            | 0.04            | 0.08            | 0.01            |
| 3-4 hrs | 0.38            | 0.31            | 0.38            | 0.30            |
| 6 hrs   | 0.53            | 0.44            | 0.53            | 0.44            |
| 12 hrs  | 0.58            | 0.50            | 0.58            | 0.52            |
| 24 hrs  | 0.48            | 0.41            | 0.49            | 0.41            |

**Supplementary Table 4: Array correlation coefficients between each time point for Amit *et al* replicates (R) and experiments 1 and 2 from this study (E) for the 1,641 genes found in the 2-fold filtered data set.**

|         | <i>R1 vs E1</i> | <i>R1 vs E2</i> | <i>R2 vs E1</i> | <i>R2 vs E2</i> |
|---------|-----------------|-----------------|-----------------|-----------------|
| 1 hr    | 0.27            | 0.27            | 0.28            | 0.21            |
| 3-4 hrs | 0.78            | 0.74            | 0.76            | 0.72            |
| 6 hrs   | 0.86            | 0.82            | 0.86            | 0.82            |
| 12 hrs  | 0.86            | 0.83            | 0.87            | 0.84            |
| 24 hrs  | 0.83            | 0.81            | 0.83            | 0.81            |

# Supplementary material for: Dynamics of dendritic cell maturation are identified through a novel filtering strategy applied to biological time-course microarray replicates
**Source:** BMC Immunol. 2010 Aug 3;11:41. doi: 10.1186/1471-2172-11-41
**Supplement:** Additional file 8 — Justification for removing the 1 hour time point. Discussion of a parallel analysis done using the 1 hour time point for filtering and consensus clustering, and the impact it had on the results.

**Additional file 8: Justification for removing the 1 hour time point.**

Pearson's correlation coefficient (PCC) had been calculated between each pair of replicate arrays before the execution of steps 2b and c, and it was determined that the 1 hour time point showed less consistency across experiments than the others (see Methods). This was done because both ED and PCC calculations between replicate profiles in steps 2b and c are sensitive to individual time point variation, so if one time point exhibits a large variation compared to other time points, the ED and PCC results would be affected.

To assess the effect the inconsistent 1 hour time point had on the rest of the consistency filtering and cluster analysis, these steps were performed with and without this time point, and the results were compared. Including the 1 hour time point in ED and PCC calculations of steps 2b and c increased the number of significantly correlated genes by 2% and 6% for the 2-fold and 4-fold filtered data, respectively. 

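Recomputed here, adding the 1 h ratios to the distance and correlation changed the 2-fold list by 4.4% and the 4-fold list by -2.6%. The distance sums the squared differences over the times, so a further time can only raise it. The correlation can rise or fall with it.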

When the average standard deviation between replicate experiments is calculated for each time point, results showed that including the 1 hour time point increased the standard deviation for the other time points in the final filtered data (data not shown). This indicates that including the inconsistent 1 hour time point in the filtering process results in a gene list whose expression profiles exhibit additional variation. Likewise, cluster analysis (Figure 1, Step 3) was performed with and without the 1 hour time point to assess the effect on the resulting consensus clusters. Including the 1 hour time point in the cluster analysis process resulted in an increase of singleton clusters by 59% and 36% for the selected 4-fold and 2-fold filtered genes, respectively (a singleton cluster is a gene that didn't cluster with any other genes because its profile is an outlier). Additionally, a larger number of consensus clusters that were, on average, smaller in size were generated for both gene lists when the 1 hour time point was included (data not shown). Since inclusion of the inconsistent 1 hour time point introduced additional variation in the filtered gene lists and had a noticeably negative impact on the consensus clusters, it was not used in the remainder of the filtering and analysis process.

How the deposited data were processed for this re-analysis (not part of the article)

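Transcript levels were measured on Affymetrix Mouse 430 2.0 arrays in dendritic cells grown from mouse bone marrow, before poly(I:C) and at 1, 3, 6, 12 and 24 h after it. There are 12 arrays, 1 per time in each of 2 replicate experiments, and each experiment used the cells of 1 mouse. The experiment is the unit of replication, so n = 2 at every time, which limits precision.

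The authors made the intensity values with MAS5.0, and each array as deposited is scaled so that its mean without the top and bottom 2% is 500. The deposited values are on a linear scale. No image files were used here, and the detection and change calls of the authors are not in the deposited table. The deposited table holds 45101 probe sets. Leaving out 64 controls left 45037, of which 34945 have 1 gene symbol, 932 several and 9160 none.

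Log2 of the intensity plus 16 was fitted with limma 3.58.1 in R 4.3.3, with terms for time and for the experiment (the replicate block), on all 12 arrays. Moderated t tests used empirical Bayes with an intensity trend, with 5 residual and 5.22 prior degrees of freedom, and each p is from this test with no exact or permutation form. The 22519 probe sets with a mean at or above the median were tested, and p values were adjusted by Benjamini-Hochberg at 0.05. A gene rose or fell when it passed at that level. All times share the 0 h arrays, so no overlap between times was tested.

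Whether samples belong together by experiment comes from the paper, which describes the experiments as run and hybridized apart. Deviations of the arrays from the mean of their time correlated within an experiment at r = 0.25 to 0.66 (median 0.57) over 15 pairs of times, across probe sets, which are not independent replicates. With no replicate block, probe sets called higher at 3 h numbered 87.

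Of 37 gene lists, 35 were tested with camera (inter-gene correlation 0.01) over 10999 genes, 1 probe set per gene, in 175 tests; the markers of B cells and of mast cells, basophils and eosinophils had too few genes tested (1 and 2). The lists cover interferon response, cytokines, chemokines, the NF-kB pathway, maturation markers, MHC class I and II, Schlafen genes, DC transcription factors, endocytic receptors, immediate early genes, stress response, apoptosis and survival, ribosome biogenesis, cytosolic and mitochondrial ribosomal proteins, tRNA synthetases, translation factors, DNA replication, oxidative phosphorylation, the tricarboxylic acid cycle, glycolysis, cholesterol, proteasome, lysosome, actin, the circadian clock, reference genes and markers of other cells.

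The consistency filter of the paper was recomputed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and scikit-learn 1.9.0; figures used matplotlib 3.10.9. Because the change calls are not held, a probe set passed the first step with at least a 2-fold (or 4-fold) change at 3, 6, 12 or 24 h where the brighter array was at or above its median. The limits on Euclidean distance and Pearson correlation are those of the paper. Of the 395 probe sets of Table S1, 256 were also in the recomputed list of 391. The copy of Table S2 held here ends before its last clusters, so enrichment over it was not analysed here.

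Genes named in the text are those the paper names, the 10 largest rises and falls at 3, 6, 12 and 24 h and the 5 largest at 1 h, and up to 4 members of a list with the smallest p. The tables of the paper had been seen when this rule was set. Where a gene has several probe sets, that of Table S2 is given. For lists it is the 1 probe set per gene used in the list tests, which is not always the one with the smallest p. Probe sets are named by gene. A few of the genes that the paper names are not reported here.

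Alternatives tried were other pseudocounts, filters, scalings and sets of arrays, no replicate block, no trend, each array left out, other list tests, and other seeds and numbers of clusters. In a simulation with 100 probe sets changed per size and 5 runs, 66.0% of 4-fold and 18.2% of 2-fold changes were recovered and 4.5% of calls were false, with a mean of 0.2 calls at an unchanged 3 h. Flow cytometry was not analysed here, and the data of Amit et al. were not used here.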

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

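The test on handling was chosen after the results were seen, and the test on chance before. Between 3 and 24 h the direction of 5 probe sets changed. The effect at 24 h less that at 3 h was -2.76 for Nfkbiz, -2.51 for Il1a, -2.86 for Il1b and -2.79 for Hivep3, each higher than at 0 h at 3 h and lower at 24 h. Slc35f6 went the other way, by 2.15. Nfkbiz, Il1a and Il1b act in early inflammation, and these genes were singled out after their values were seen. The calls at 3 h are weak. With no replicate block the adjusted p at 3 h was 1, 0.225, 0.0781, 1 and 0.142 for Nfkbiz, Il1a, Il1b, Hivep3 and Slc35f6, and the call was lost when any of 3, 6, 4, 8 and 8 of the 12 arrays was left out. At 24 h the adjusted p with no replicate block was 0.346, 0.114, 0.106, 0.101 and 0.00629, and the calls of Il1a and Il1b were lost when any of 2 and 9 arrays was left out.

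At 1 h, a time that the paper left out of its filter, 12 probe sets were higher and 0 lower by limma, with 443 at an unadjusted p under 0.05. They measure Il6, Cxcl10, Nfkbiz, Cxcl1, Tnfsf9, Il1a, Mir155hg, Tnf and Tnfaip3. With no replicate block the number was 0.

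Chance, with no shared response of the experiments, was weighed by counting the probe sets at least 2-fold higher at 1 h in both experiments. There were 52, against 4.29 for independent lists of 380 and 254 (one-sided Fisher's exact p = 4.9e-41). The 4.29 takes every probe set as equally likely to pass, and overlap in opposite directions was not counted. Probe sets with a larger spread could pass in both experiments with no shared response, so this count cannot exclude chance. Across all tested probe sets the correlation between the experiments at 1 h was 0.06. Probe sets are not independent, so the p is a guide only. Handling of the cells at 0 h, such as adding medium, could also raise these genes, and with 0 arrays at 1 h of cells handled without poly(I:C) it cannot be told apart.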

How the results depend on the processing

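The settings scaled to the hybridization controls, without both 24 h arrays, and quantile normalization within each experiment and median centring of the gene lists are tests chosen after the results were seen. Values given for a gene list are camera adjusted p values whose direction turned, and for a gene the log2 fold change.

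No replicate block gave probe sets higher, 0 at 1 h, 87 at 3 h, 347 at 6 h, 1061 at 12 h and 929 at 24 h, probe sets lower, 1 at 3 h, 42 at 6 h, 1906 at 12 h and 1635 at 24 h, and probe sets higher at 24 h than at 3 h 657. It also gave probe sets lower at 24 h than at 3 h 1068.

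EBayes without the intensity trend gave probe sets higher, 3 at 1 h, and probe sets lower, 5 at 3 h and 272 at 6 h.

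Scaled to the hybridization controls gave probe sets higher, 6 at 1 h, 515 at 6 h, 790 at 12 h and 751 at 24 h, probe sets lower, 16 at 3 h, 1651 at 6 h, 12330 at 12 h and 10213 at 24 h, and probe sets higher at 24 h than at 3 h 731. It also gave probe sets lower at 24 h than at 3 h 6247, gene lists shifted higher, 8 at 1 h, and gene lists shifted lower, 4 at 1 h and 7 at 24 h. Further values were endocytic and phagocytic receptors, 0.991 at 1 h, oxidative phosphorylation, 0.00178 at 1 h, and glycolysis, 0.0481 at 1 h. Beside these came proteasome core and regulatory particle, 0.0563 at 1 h, lysosome, 0.00679 at 1 h, and actin and motility genes, 0.493 at 1 h. The rest were reference genes, 0.719 at 1 h, cytosolic ribosomal proteins, 0.0441 at 12 h, and H2-D1, -0.07 at 12 h and -0.07 at 12 h. Last were Shisa5, -0.02 at 12 h, Sod2, -0.18 at 12 h, and Psma4, -0.05 at 12 h. It also gave Hk2, -0.11 at 24 h.

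Without both 24 h arrays gave probe sets higher, 30 at 1 h, 424 at 3 h and 1532 at 6 h, and probe sets lower, 78 at 3 h, 2160 at 6 h and 6418 at 12 h.

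Only the 4 arrays of the comparison gave probe sets higher, 91 at 1 h, 952 at 3 h, 1491 at 6 h and 892 at 24 h, and probe sets lower, 12 at 1 h, 887 at 3 h, 2114 at 6 h and 1350 at 24 h.

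No filter on dim probe sets gave probe sets lower, 6 at 3 h and 226 at 6 h, and gene lists shifted lower, 0 at 1 h and 5 at 3 h.

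Without the 1 h arrays gave probe sets lower, 3 at 3 h and 222 at 6 h.

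Arrays centred on their median gave probe sets lower, 237 at 6 h, and probe sets lower at 24 h than at 3 h 1814 (with 2722 higher, so that the balance turned).

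Adjusted p and at least 2-fold gave probe sets higher, 1336 at 12 h and 1213 at 24 h, and probe sets lower, 2672 at 12 h.

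Filter at the 75th percentile gave probe sets lower, 2663 at 12 h and 2567 at 24 h.

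No detection criterion gave probe sets past step 1, 2-fold, experiment 1 19692, probe sets past step 1, 2-fold, experiment 2 21809, and probe sets past step 1 in both experiments, 2-fold 12467. It also gave percent down, 2-fold list, experiment 1, 54.3 at 1 h, 58.4 at 3 h, 62.4 at 6 h and 62.5 at 12 h, correlation between experiments, 2-fold step 2a list, 0.33 at 3 h, 0.52 at 6 h, 0.66 at 12 h and 0.56 at 24 h, and percent down, 2-fold list, experiment 2, 54.0 at 3 h and 61.9 at 12 h.

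Signal plus 64 gave probe sets past step 1, 2-fold, experiment 2 8242, probe sets past step 1 in both experiments, 2-fold 3854, and correlation between experiments, 2-fold step 2a list, 0.32 at 1 h, 0.82 at 3 h and 0.90 at 6 h. It also gave probe sets past step 1, 4-fold, experiment 1 973, probe sets past step 1, 4-fold, experiment 2 1074, and probe sets past step 1 in both experiments, 4-fold 509. Further values were correlation between experiments, 4-fold step 2a list, 0.66 at 1 h, percent down, 4-fold list, experiment 1, 33.9 at 3 h, 34.5 at 6 h, 34.5 at 12 h and 35.5 at 24 h, and percent down, 4-fold list, experiment 2, 34.5 at 3 h, 35.9 at 6 h, 34.5 at 12 h and 35.5 at 24 h.

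Brighter array at the 60th percentile gave correlation between experiments, 2-fold step 2a list, 0.23 at 1 h, 0.77 at 3 h and 0.88 at 6 h.

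Pearson correlation only gave percent down, 2-fold list, experiment 1, 54.6 at 1 h, 57.1 at 3 h, 60.3 at 6 h, 60.3 at 12 h and 61.4 at 24 h, percent down, 2-fold list, experiment 2, 53.4 at 3 h, 58.6 at 6 h, 60.2 at 12 h and 61.6 at 24 h, and probe sets in the 4-fold list 636. It also gave percent down, 4-fold list, experiment 2, 41.0 at 6 h.

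Quantile normalization within each experiment gave percent down, 2-fold list, experiment 2, 47.0 at 1 h, 51.2 at 3 h, 52.5 at 6 h, 53.9 at 12 h and 55.5 at 24 h, percent down, 2-fold list, experiment 1, 54.3 at 3 h, 54.7 at 6 h, 54.7 at 12 h and 54.4 at 24 h, and percent down, 4-fold list, experiment 1, 34.4 at 3 h, 34.7 at 6 h, 36.4 at 12 h and 36.4 at 24 h. It also gave percent down, 4-fold list, experiment 2, 35.0 at 3 h, 34.4 at 6 h, 36.4 at 12 h and 37.8 at 24 h, gene lists shifted higher, 8 at 1 h, and gene lists shifted lower, 9 at 24 h and 4 at 3 h. Further values were lysosome, 0.581 at 1 h, cytosolic ribosomal proteins, 2.98e-05 at 12 h, and proteasome core and regulatory particle, 0.025 at 12 h. Beside these came actin and motility genes, 0.406 at 12 h, and oxidative phosphorylation, 0.00447 at 24 h.

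Signal plus 1 gave correlation between experiments, 2-fold step 2a list, 0.51 at 3 h, probe sets past step 1, 4-fold, experiment 2 4871, and probe sets past step 1 in both experiments, 4-fold 1482. It also gave correlation between experiments, 4-fold step 2a list, 0.14 at 1 h, 0.66 at 3 h, 0.79 at 6 h and 0.80 at 24 h.

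Euclidean distance only gave percent down, 2-fold list, experiment 1, 65.1 at 3 h, 68.4 at 6 h, 68.4 at 12 h and 67.5 at 24 h, and percent down, 2-fold list, experiment 2, 60.5 at 3 h, 66.5 at 6 h, 68.2 at 12 h and 68.4 at 24 h.

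6 clusters gave singletons, Table S1 (4-fold list of the paper) 29, singletons, 4-fold list recomputed 15, and singletons, 2-fold list recomputed 32.

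3 runs per experiment gave singletons, Table S1 (4-fold list of the paper) 30, and singletons, 4-fold list recomputed 19.

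10 runs per experiment gave singletons, Table S1 (4-fold list of the paper) 120, clusters of 2 or more, 4-fold list recomputed 75, and singletons, 4-fold list recomputed 132. It also gave clusters of 2 or more, 2-fold list recomputed 175, and singletons, 2-fold list recomputed 180.

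Estimated inter-gene correlation gave gene lists shifted higher, 2 at 1 h, 2 at 12 h, 1 at 24 h, 3 at 3 h and 2 at 6 h, and gene lists shifted lower, 0 at 1 h, 0 at 12 h, 0 at 24 h, 0 at 3 h and 0 at 6 h.

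Fry gave gene lists shifted higher, 3 at 1 h, and gene lists shifted lower, 0 at 1 h, 7 at 24 h and 0 at 3 h.

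Quantile normalization of all arrays gave gene lists shifted higher, 8 at 1 h, gene lists shifted lower, 9 at 24 h and 4 at 3 h, and lysosome, 0.569 at 1 h. It also gave cytosolic ribosomal proteins, 6.68e-05 at 12 h, proteasome core and regulatory particle, 0.0235 at 12 h, and actin and motility genes, 0.413 at 12 h. Further values were oxidative phosphorylation, 0.004 at 24 h.

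Other seeds changed the clustering: singletons, Table S1 (4-fold list of the paper) 73, singletons, 4-fold list recomputed 72, 79, 73, 75 and 64, clusters of 2 or more, 2-fold list recomputed 147, 148, 153, 157, 154, 176 and 144, singletons, 2-fold list recomputed 80, 106, 93, 88, 78 and 110.

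Leaving out 1 array in turn moved probe sets higher at 1 h from 2 (without the 1 h array of experiment 1) to 31 (without the 24 h array of experiment 1), probe sets higher at 3 h from 97 (without the 3 h array of experiment 1) to 424 (without the 24 h array of experiment 1) and probe sets lower at 3 h from 0 (without the 0 h array of experiment 1) to 81 (without the 24 h array of experiment 2).

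The range was wide as well for probe sets higher at 6 h from 305 (without the 6 h array of experiment 1) to 1540 (without the 24 h array of experiment 1), probe sets lower at 6 h from 16 (without the 0 h array of experiment 1) to 2131 (without the 24 h array of experiment 2) and probe sets higher at 12 h from 1201 (without the 0 h array of experiment 1) to 2859 (without the 24 h array of experiment 1).

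The range was wide as well for probe sets lower at 12 h from 1656 (without the 0 h array of experiment 1) to 6390 (without the 24 h array of experiment 2), probe sets higher at 24 h from 1115 (without the 0 h array of experiment 2) to 2934 (without the 24 h array of experiment 1) and probe sets lower at 24 h from 1499 (without the 0 h array of experiment 2) to 5958 (without the 24 h array of experiment 1).

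The range was wide as well for probe sets higher at 24 h than at 3 h from 682 (without the 3 h array of experiment 2) to 2879 (without the 24 h array of experiment 1), probe sets lower at 24 h than at 3 h from 859 (without the 3 h array of experiment 2) to 5233 (without the 24 h array of experiment 1) and gene lists shifted higher at 1 h from 8 (without the 0 h array of experiment 2) to 15 (without the 0 h array of experiment 1).

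The range was wide as well for gene lists shifted lower at 1 h from 0 (without the 0 h array of experiment 1) to 3 (without the 0 h array of experiment 2), gene lists shifted lower at 3 h from 1 (without the 0 h array of experiment 1) to 5 (without the 0 h array of experiment 2) and DNA replication and cell cycle at 1 h from 0.0337 (without the 0 h array of experiment 2, down) to 0.978 (without the 12 h array of experiment 2, down).

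The range was wide as well for oxidative phosphorylation at 3 h from 0.0176 (without the 0 h array of experiment 2, down) to 0.978 (without the 12 h array of experiment 2, down), cytosolic ribosomal proteins at 24 h from 3.17e-09 (without the 24 h array of experiment 2, down) to 0.602 (without the 12 h array of experiment 2, down) and oxidative phosphorylation at 24 h from 0.00015 (without the 24 h array of experiment 1, up) to 0.664 (without the 0 h array of experiment 2, down).

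Of 175 results of gene lists, 56 kept their call under every setting and 14 turned under some. Of 1225 results of named probe sets these were 785 and 6. The rest are not listed, because the value stayed within the limits set or only a single call was lost or gained.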

Differences from the paper's values

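No test here was chosen after the results were seen. Of 26 values of the paper that were compared, 7 differ. A count was taken as different only at a ratio above 1.5 to the paper's value, and a correlation only when more than 0.1 away. Values not counted as different can therefore still lie well apart. At the first step with 2-fold change, experiment 1 had 10595 probe sets against 7982 in the paper, and 6042 against 4439 passed in both experiments. Consensus clusters of the 2-fold list numbered 94 against 140. The final 2-fold list was close, with 2179 against 2142. At the first step with 2-fold change, experiment 2 had 12413 probe sets, and the paper's value is 8076. Among settings fixed before the data were examined, the values nearest were 8792 with brighter array at the 60th percentile, 8242 with signal plus 64 and 11847 with quantile normalization within each experiment. The change calls of MAS5.0 that the paper used are not held.

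Values that the paper gives as bounds or limits are not in that count. The paper puts the correlation between experiments above 0.80 at every time after 1 h. In the 2-fold list here it was 0.62 at 3 h, 0.78 at 6 h, 0.85 at 12 h and 0.76 at 24 h. It was above that bound at each time with signal plus 64 (0.82, 0.90, 0.93 and 0.86), and at 6, 12 and 24 h with the brighter array at the 60th percentile (0.88, 0.91 and 0.83). In the 4-fold list it was 0.86 to 0.94 at these times. Other settings lowered it. With signal plus 1 the 4-fold list had 0.66 at 3 h, 0.79 at 6 h and 0.80 at 24 h. The 2-fold list at 3 h had 0.51 with signal plus 1 and 0.33 with no detection criterion. At 1 h the paper puts the correlation below 0.40, and here it was 0.13 in the 2-fold list and 0.41 in the 4-fold list (0.38 with quantile normalization within each experiment, 0.38 with no detection criterion, 0.34 with 1 h included in step 1 and 0.14 with signal plus 1). With signal plus 64 it was further from that bound in the 4-fold list, at 0.66, and 0.32 in the 2-fold list. The limits of the paper, 1.4 on the distance and 0.76 on the correlation, are the stricter of its averages for the 2 lists, and the averages here, for the 2-fold and the 4-fold list, were 1.62 and 1.75 for the distance and 0.54 and 0.70 for the correlation.

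Clustering of the 2-fold list left 50 singletons, and the paper's value is 117. Other seeds gave 80, 106, 93, 88, 78 and 110, none of which is counted as different, and the other 4 sets of seeds gave 62, 74, 43 and 68, which are. The 4-fold list left 41, where the paper's value is 34, which is not counted as different, but 8 of 10 other sets of seeds gave values that are, 52 to 79, and all 10 lay above 41.

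For the paper's example of profiles with one shape but far apart, the Euclidean distance was 3.89 and the paper's value is 7.4; with signal plus 1 it was 8.35, which is not counted as different. For Dcakd the correlation was -0.64 and the paper's value is -0.91, and for Anp32b the distance was 0.48 and the paper's value is 0.1. No setting tried for these examples closed the gaps. Including 1 h in the consistency steps changed the number of probe sets by 4.4% in the 2-fold list, where the paper's value is 2%, and by -2.6% in the 4-fold list, where the paper's value is 6%.

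Some genes differ in direction. The paper lists Ifitm3 among interferon genes that go down late, but it rose at 24 h (log2 fold change 2.76), as did the probe set named Ifi27 there, now annotated as Ifi27l2a (3.94), while Ifi27 fell with both of its probe sets (-1.16 and -0.93) and Il1b fell (-0.99), so that 3 of 5 probe sets fell. Those 3 did not pass with no replicate block (adjusted p = 0.231, 0.312 and 0.106). The paper lists apoptosis-inducing factor among late rising genes without saying which, and here Aifm2 rose (1.49) and Aifm1 fell (-0.91). The paper places Tap2 in an earlier phase than Tap1. Here Tap1 at 3 h had 1.58 and Tap2 0.20, but the timing of the 2 genes was not tested against each other and Tap1 did not pass with no replicate block (adjusted p = 0.183).

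The paper has cluster 15 reach higher than cluster 3, but the highest single log2 ratio was 3.10 in cluster 15 and 3.79 in cluster 3. The medians at 12 h had the paper's order, 2.16 and 1.66 in cluster 15 and 1.42 and 1.16 in cluster 3.

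Cluster numbers in the text of the paper and in its table are not the same for Yars2, Nars2, Qrsl1 and Rps3 (text cluster 2), nor for the probe set named Eif3s1, Adpgk and Chsy1. Slfn3 and Slfn4 are not in the part of the table held here.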

Other observations

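Of 31 lysosomal genes, 15 rose and 2 fell (17 and 2 adjusted over the list alone) at 24 h (median log2 fold change 0.44, camera adjusted p = 4.5e-06, adjusted p = 0.315 with an estimated correlation). Without the replicate block 5 of them rose and 2 fell at 24 h. Npc2, which carries cholesterol out of the lysosome, reached 1.19 (standard error 0.13, adjusted p = 0.000182) and the acid phosphatase Acp5 2.35 (standard error 0.29, adjusted p = 0.000354) at 24 h (n = 2 experiments). Of 22 endocytic and phagocytic receptors, 7 rose and 4 fell (8 and 5 adjusted over the list alone) at 12 h and 6 rose and 3 fell (6 and 4 adjusted over the list alone) at 24 h, with no shift as a group (camera adjusted p = 0.126 at 12 h). Fcgr1, an Fc receptor, reached 2.64 (standard error 0.20, adjusted p = 1.19e-05) at 12 h, and the lectin Clec10a had -2.36 (standard error 0.29, adjusted p = 0.000312). In the stress response, 5 rose and 3 fell (6 and 5 adjusted over the list alone) of 20 at 24 h. Ddit3, a transcription factor of that response, reached 3.26 (standard error 0.22, adjusted p = 6.86e-06) and Herpud1 had -1.76 (standard error 0.18, adjusted p = 0.000135). Of 24 immediate early genes, 2 rose and 5 fell (4 and 7 adjusted over the list alone) at 24 h, among them Myc with -2.73 (standard error 0.35, adjusted p = 0.000435).

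The interferon list stayed high: 37 rose and 0 fell (39 and 0 adjusted over the list alone) at 6 h, 38 rose and 0 fell (39 and 0 adjusted over the list alone) at 12 h and 36 rose and 0 fell (36 and 0 adjusted over the list alone) at 24 h, with medians of 4.2, 4.62 and 4.47. Other inflammatory lists held some falls at 24 h, but whether a list had turned was not tested. Of the cytokines 5 rose and 3 fell (7 and 3 adjusted over the list alone), of the chemokines 7 rose and 5 fell (8 and 6 adjusted over the list alone) and of the NF-kB genes 6 rose and 1 fell (10 and 1 adjusted over the list alone). Without the replicate block the cytokines had 3 rises and 1 fall, the chemokines 5 and 1, and the NF-kB genes 3 and 0. The direction of each list was still up (camera adjusted p = 0.0427, 0.0829 and 0.00114, or 0.457, 0.405 and 0.406 with an estimated correlation). Of 31 proteasome genes, 4 rose and 6 fell (4 and 6 adjusted over the list alone) at 12 h, when the list did not shift (median -0.16, camera adjusted p = 0.965) but fell with all arrays quantile normalized (median -0.31, camera adjusted p = 0.0235). Markers of other cells were as follows at 24 h: of 9 macrophage markers 3 rose and 3 fell (3 and 3 adjusted over the list alone), of 6 plasmacytoid DC markers 1 rose and 0 fell (1 and 0 adjusted over the list alone), of 3 T and NK cell markers 1 rose and 0 fell (1 and 0 adjusted over the list alone), of 4 neutrophil markers 1 rose and 0 fell (1 and 0 adjusted over the list alone), of 4 stromal and endothelial markers 1 rose and 0 fell (1 and 0 adjusted over the list alone), and of 3 erythroid markers 0 rose and 1 fell (0 and 1 adjusted over the list alone). Of 11 reference genes, 2 rose and 3 fell (2 and 3 adjusted over the list alone) at 12 h.

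Apart from the test on brightness and the shares of falls with every array kept, the tests below were chosen after the results were seen. Falls outnumber rises at 12 h, and the scaling of each array to one trimmed mean could contribute. The share of falls was 66.8% as deposited, 57.4% with all arrays quantile normalized and 59.2% with median centring. It went under 50% only when a 0 h array was left out as well, at the lowest to 45.3%, so scaling alone was not shown to give the excess. A fall with time after poly(I:C) of growth-related gene families is left open too. Ribosome biogenesis was -1.31 from all probe sets under the scaling with the smallest fall, but the fall of that list had been seen before the test was written, and 52 genes do not account for 4144 falls against 2062 rises. No array at 12 or 24 h holds cells kept without poly(I:C), so an effect of time in culture was not separated from a response to poly(I:C). The causes named here cannot be told apart.

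Ribosomal protein transcripts differ between the experiments at 24 h, by a median of 1.06, with 35 of 42 below 0 in experiment 1 and above 0 in experiment 2. The scaling of single arrays is not in line with this, since the difference less that of all probe sets was 0.75 with all arrays quantile normalized and 0.71 with quantile normalization within each experiment, against 1.14 as deposited. Scaling an array by 1 factor cannot change this quantity, so the other scalings do not bear on it. An effect of signal brightness is not in line either, as matched probe sets showed 18.5% of the difference. RNA degradation in 1 of the 24 h samples is left open. The largest 3' to 5' ratio at 24 h was 1.03 times the highest of the other 10 arrays, but for Gapdh this was experiment 2 (0.82, and 0.80 in experiment 1), while for Actb the higher ratio was in experiment 1 (1.21, and 1.13 in experiment 2). The 24 h arrays also differ in controls: the signal of the 5' probe set of 18S ribosomal RNA was 398 in experiment 1 and 17878 in experiment 2, where the 0 h array, the baseline of that experiment, also stood apart (13382, against 3806 in experiment 1), and the 24 h signals of the poly-A controls dap, thr and lys were 1143, 255 and 148 against 5801, 1200 and 501. With 1 array per experiment at 24 h, a difference of the samples or of their labeling could give this too.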
